# Thermosensitive alternative splicing senses and mediates temperature adaptation in *Drosophila*

**DOI:** 10.7554/eLife.44642

**Published:** 2019-11-08

**Authors:** Ane Martin Anduaga, Naveh Evantal, Ines Lucia Patop, Osnat Bartok, Ron Weiss, Sebastian Kadener

**Keywords:** splicing, circadian, timeless, RNA, temperature, *D. melanogaster*

## Abstract

Circadian rhythms are generated by the cyclic transcription, translation, and degradation of clock gene products, including *timeless* (*tim*), but how the circadian clock senses and adapts to temperature changes is not completely understood. Here, we show that temperature dramatically changes the splicing pattern of *tim* in *Drosophila*. We found that at 18°C, TIM levels are low because of the induction of two cold-specific isoforms: *tim-cold* and *tim-short and cold*. At 29°C, another isoform, *tim-medium*, is upregulated. Isoform switching regulates the levels and activity of TIM as each isoform has a specific function. We found that *tim-short and cold* encodes a protein that rescues the behavioral defects of *tim^01^* mutants, and that flies in which *tim-short and cold* is abrogated have abnormal locomotor activity. In addition, miRNA-mediated control limits the expression of some of these isoforms. Finally, data that we obtained using minigenes suggest that *tim* alternative splicing might act as a thermometer for the circadian clock.

## Introduction

Circadian rhythms organize most physiological and behavioral processes into 24 hr cycles (Allada and Chung, 2010; Pilorz et al., 2018). The current model postulates that circadian clocks keep time through a complex transcriptional-translational negative feedback loop that takes place in the so-called ‘clock cells’ (Shafer et al., 2006; Helfrich-Förster, 2003). It has been proposed that each clock cell functions autonomously (Dissel et al., 2014; Yoshii et al., 2012). In *Drosophila*, the master regulators, CLOCK (CLK) and CYCLE (CYC), activate the circadian system by promoting the rhythmic transcription of several key clock genes. The products of three of these genes, PERIOD (PER), TIMELESS (TIM), and CLOCKWORK ORANGE (CWO), repress CLK-CYC-mediated transcription in an oscillatory manner (Zhou et al., 2016; Hardin and Panda, 2013). These cycles of transcriptional activation and repression lead to 24-hr molecular oscillations, which ultimately generate behavioral rhythms. In addition to transcriptional control, post-transcriptional and post-translational regulatory processes are essential for circadian timekeeping (Lim and Allada, 2013; Harms et al., 2004; Hardin and Panda, 2013; Kojima et al., 2011). For example, the transcriptional repressors PER and TIM are post-translationally modified; modification status and the rates with which these modifications take place have a significant influence on the degradation of these proteins (Ozkaya and Rosato, 2012; Hardin and Panda, 2013). Modification of PER may also influence its transcriptional repressor activity or the timing of its activity (Ozkaya and Rosato, 2012; Hardin and Panda, 2013).

Circadian clocks are extraordinarily robust systems; they are able to keep time accurately without timing cues. In addition, and despite their biochemical nature, they are resilient to large variations in environmental conditions. The robustness of the circadian system is probably the result of multiple layers of regulation that ensure accurate timekeeping and the buffering of stochastic changes in the molecular clockwork. These levels of regulation are physically and/or functionally interconnected and, importantly, they extend beyond the single-cell level. Circadian neurons in the brain are organized in a network that is believed to synchronize the individual neuronal oscillators, thereby contributing to a coherent and robust behavioral output (Mezan et al., 2016; Weiss et al., 2014; Stoleru et al., 2004; Peng et al., 2003; Schlichting et al., 2016; Allada and Chung, 2010). The neuropeptide PDF, which is the main neuromodulator of the circadian neuronal network, is expressed in a small subset of these neurons. PDF is essential for normal activity patterns in light:dark (LD) cycles, as well as for persistent circadian rhythms in constant darkness (DD) (Peng et al., 2003; Im et al., 2011; Taghert and Shafer, 2006). Circadian clocks are also remarkably plastic systems. For example, organisms can quickly adjust to different light and temperature regimes (Roessingh et al., 2015; Wolfgang et al., 2013). The plasticity of the circadian clock results from the existence of very efficient input pathways that can convey external signals into the core oscillator machinery (Bartok et al., 2013; Ogueta et al., 2018).

TIM is at the crossroads of the robustness and plasticity of the circadian clock. TIM is a core circadian oscillator component, and mutations in *tim* cause flies to have short, long, or no circadian rhythms (Rothenfluh et al., 2000; Sehgal et al., 1994; Myers et al., 1995). TIM stabilizes PER, which is also essential for circadian rhythmicity, and this complex represses CLK-mediated transcription in an oscillatory manner (Hall, 2003). The stoichiometric relationship between PER, CLK, and TIM is tightly controlled and is probably the major regulator of circadian period (Hardin, 2011; Yu et al., 2006; Kadener et al., 2008; Fathallah-Shaykh et al., 2009). In addition, TIM is a key factor for communicating external information to the central core oscillator. For example, upon light stimulus, the protein encoded by *cryptochrome*, CRY, binds to TIM and promotes TIM degradation through the ubiquitin ligase Jetlag, which results in phase advances or delays of the circadian oscillator (Lin et al., 2001; Koh et al., 2006; Emery et al., 1998). PDF signaling has also been proposed to synchronize the circadian clock by regulating TIM degradation (Seluzicki et al., 2014; Li et al., 2014).

Temperature has diverse effects on the *Drosophila* circadian system (Kidd et al., 2015; Afik et al., 2017). Flies show temperature-dependent changes in the distribution of daily locomotor activity, known as seasonal adaptation (Majercak et al., 1999; Low et al., 2008). Flies can also be entrained by daily temperature cycles (Roessingh et al., 2015) and are phase-shifted by temperature pulses or steps (Glaser and Stanewsky, 2005). Flies keep 24 hr periods in a wide range of temperatures, a phenomenon known as temperature compensation (Kidd et al., 2015). The adaptation of *Drosophila* to different environmental conditions relies on the presence of at least two neuronal circuits: one that controls the morning component of locomotor activity (M) and another that controls the evening (E) burst of activity (Stoleru et al., 2005; Stoleru et al., 2004; Grima et al., 2004). The environment fine-tunes the activity pattern by altering the timing of these oscillators. In the laboratory, mimicking summer by subjecting the flies to hot temperatures and long photoperiods shifts their M activity to pre-dawn and their E activity into the early night (Majercak et al., 1999). By contrast, under conditions that mimic autumn (shorter day lengths and cooler temperatures), the M and E activity components fall closer together and occur around the middle of the day.

In 1999, work from the Edery lab first linked the splicing of the *per* 3′ untranslated region (UTR) to seasonal adaptation (Majercak et al., 1999). The evening advance in locomotor activity at lower temperatures correlates with an advance in the phase of oscillation of *tim* and *per* mRNAs. The authors postulated that this shift of the clock is driven by the alternative splicing of an intron located in the *per* 3′ UTR (dmpi8 intron). Further studies revealed that the efficiency of splicing of this intron is regulated not only by temperature but also by the photoperiod (Collins et al., 2004). The effect of light on *per* splicing does not require a functional clock, and phospholipase C plays a physiological, non-photic role in regulating the production of the alternatively spliced transcript (Collins et al., 2004; Majercak et al., 2004). In addition, the splicing factor B52 (also called SRp55) binds to *per* 3′ UTR and modulates the splicing of the dmpi8 intron (Zhang et al., 2018). A study published in 2008 examined the splicing pattern of *per* in the tropical species *Drosophila yakuba*, which faces no significant seasonal variation in day length or temperature (Low et al., 2008; Ko et al., 2003; Russo et al., 1995). The *per* gene in *D. yakuba* has a 3′-terminal intron. This intron is removed over a wide range of temperatures and photoperiods, consistent with the marginal effect of temperature on this tropical species. Despite these findings, it is still not clear how the regulation of the 3′ UTR splicing impacts PER levels, or whether other transcriptional and/or post-transcriptional events may also influence the response to temperature changes. A recent report suggests that the effect of the *per* dmpi8 intron on midday siesta might be PER-independent, and that splicing of the *per* 3′ UTR acts in trans to regulate the expression of *daywake* (*dyw*), which encodes an anti-siesta factor (Yang and Edery, 2019).

Post-transcriptional control by miRNAs and RNA-binding proteins is important for circadian timekeeping in flies and other organisms (Lerner et al., 2015; Kadener et al., 2009; Lim and Allada, 2013; Xue and Zhang, 2018; Chen and Rosbash, 2016). In addition, several recent reports show a role for alternative splicing in circadian timekeeping (Petrillo et al., 2011; Bartok et al., 2013; Sanchez et al., 2010; Wang et al., 2018). This is not surprising, given the prevalence of alternative splicing in the brain and the importance of this process in regulating the amount and type of mRNAs that are generated from a given locus (Baralle and Giudice, 2017; Sanchez et al., 2011). Alternative mRNA processing is co-transcriptional and usually happens because of the presence of suboptimal processing signals (i.e., non-canonical splice sites or polyadenylation sites). Many factors can influence alternative splicing, including RNA structure, RNA-binding proteins, and the elongation rate of RNA polymerase II (de la Mata et al., 2003; Cáceres and Kornblihtt, 2002).

Here, we show that temperature dramatically and specifically changes the splicing pattern of *tim*. We found that the reduced levels of the canonical TIM protein at 18°C result from the induction of two cold-specific splicing isoforms: *tim-cold* and *tim-short and cold* (*tim-sc*). *tim-cold* encodes a canonical TIM protein, but expression from this mRNA is under strong miRNA-mediated control, as shown by ARGONAUTE 1 (AGO1) immunoprecipitation and in vivo luciferase reporter assays. *tim-sc* encodes a short TIM isoform that can advance the phase of the circadian clock when overexpressed and that is able to partially rescue *tim^01^* flies. In addition, we established that TIM-SC binds to but does not stabilize PER. We generated flies that do not produce *tim-sc* using CRISPR technology. These flies display altered patterns of locomotor activity at 18°C and at 25°C, as well as altered expression of the other *tim* isoforms. Interestingly, most of the changes in *tim* splicing patterns are conserved across *Drosophila* species and correlate with the capacity of the species to adapt their activity to temperature changes. Moreover, we showed that the temperature-dependent changes in *tim* alternative splicing are independent of the circadian clock. These findings were reproduced using minigenes that contain the temperature-sensitive introns and two flanking exons in *Drosophila* S2 cells. The latter results strongly suggest that the intronic sequences of *tim* themselves are the temperature sensors that lead to changes in splicing that result in adaptation to a wide range of temperatures.

## Results

### Temperature remodels the circadian transcriptome

To analyze the effect of temperature on general and circadian gene expression, we evaluated gene expression genome-wide in the heads of flies maintained at 18°C, 25°C, or 29°C. Briefly, we performed 3′ RNA-seq at six time points in flies entrained to 12:12 LD cycles at these three temperatures. We identified hundreds of genes that had oscillating expression over the day (Figure 1A and Supplementary file 1). Interestingly, most of the cycling RNAs were temperature specific: only a few RNAs had oscillating expression at all of the assayed temperatures (Figure 1B and Supplementary file 1). The sets of mRNAs that oscillated at each temperature were enriched for different Gene Ontology (GO) terms, demonstrating that the circadian program is temperature dependent (Supplementary file 2). Interestingly, we observed a phase advance in several core circadian components at 18°C relative to 25°C or 29°C (Figure 1C), suggesting that the circadian clock gene expression program is advanced at low temperature. The phase advance mirrors the advance of the evening activity component observed at this lower temperature. Despite the clear behavioral differences, we observed smaller phase changes in the expression of circadian clock genes in flies entrained at 29°C compared to those entrained at 25°C than theobserved between 25°C and 18°C (Figure 1C and Supplementary file 1). As previously described (Majercak et al., 1999), *tim* and *per* mRNA profiles were advanced at 18°C compared to those at 25°C. This phase advance is transcriptional, as shown by analysis of chromatin-bound *tim* and *per m*RNAs (Figure 1—figure supplement 1). This phase advance in the mRNA levels provokes a phase advance in TIM and PER protein levels (Majercak et al., 1999). Nevertheless, there were no major changes in the overall levels of most circadian components when gene expression at different temperatures was compared (Figure 1D).

**Figure 1.**
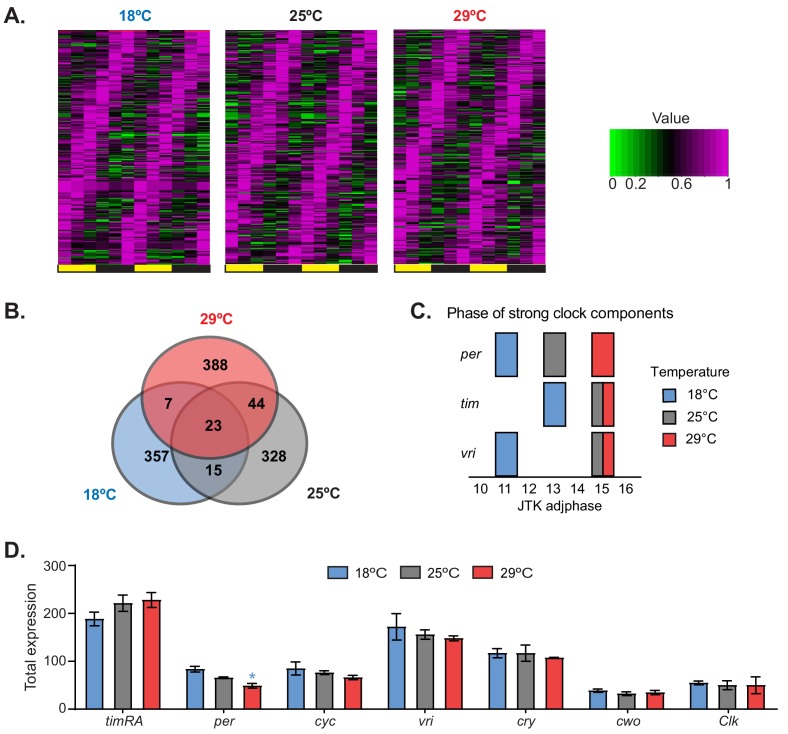
Temperature remodels the circadian transcriptome. (**A**) Heat maps of normalized expression of genes that display 24 hr cycling expression at different temperatures. Flies were entrained at the indicated temperatures for 3 days in 12:12 LD conditions. Fly heads were collected every 4 hr. Cycling expression was assessed as described in the 'Materials and methods' section. (**B**) Venn diagrams of the numbers of oscillating genes at different temperatures. (**C**) Phases of the core clock genes *tim*, *per*, and *vri* that display strong cycling at 18°C, 25°C, and 29°C. The blue, gray, and red blocks indicate the phases of these genes at 18°C, 25°C, and 29°C, respectively. (**D**) Total expression of the indicated clock genes in the microarray for each temperature. Only *per* shows a significant difference between 18°C and 29°C. Plotted are means ± SEM.

**Figure 1—figure supplement 1.**
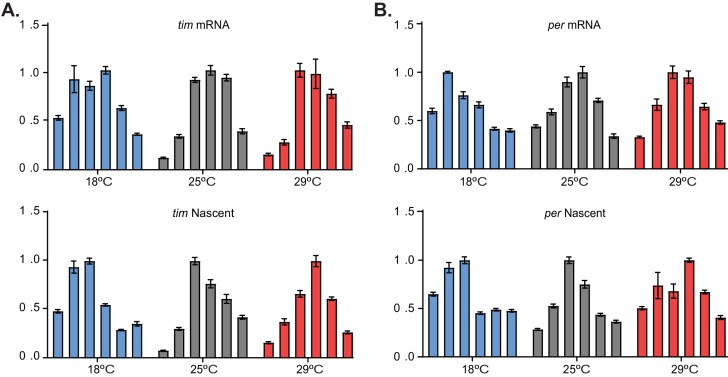
*tim* transcription is more efficient at 18°C than at 25°C or 29°C. (**A**) qRT-PCR analyses of *tim* mRNA (top) and chromatin-bound *tim* (bottom) from the heads of wild-type flies entrained at 18°C (blue), 25°C (gray), or 29°C (red) isolated at timepoints ZT3, ZT7, ZT11, ZT15, ZT19, and ZT23 (consecutive bars). The values were normalized to the maximum, and each bar represents the mean ± SEM. (**B**) qRT-PCR analysis for *per* performed as described in panel (A).

**Figure 1—figure supplement 2.**
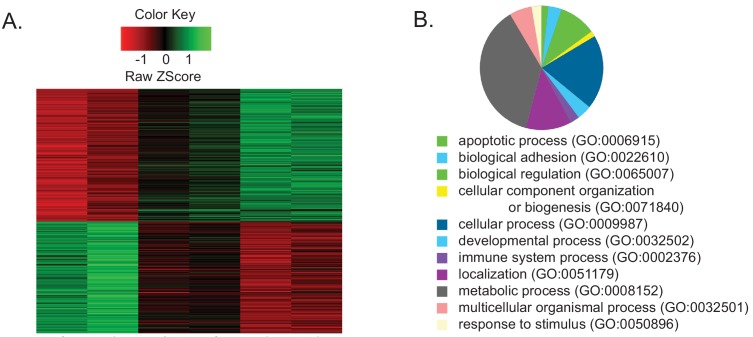
Temperature regulates gene expression. (**A**) Heat map showing an unsupervised clustering of differentially expressed genes from a microarray experiment performed on RNA extracted from heads of flies entrained at three temperatures. Each lane represents a mix of all time points at a given temperature. (**B**) A pie chart demonstrating GO terms that are enriched among the differentially expressed genes.

To complement these data, we analyzed gene expression at the three temperatures utilizing oligonucleotide microarrays from samples that were collected at six time points and pooled before the assessment of gene expression. Pooling the samples allowed a more precise comparison of average gene expression. From the microarray analysis, we identified hundreds of mRNA transcripts that were expressed differentially as a function of temperature. When comparing to expression at 25°C, we observed both higher and lower abundance transcripts at both 18°C and 29°C (Figure 1—figure supplement 2A). A number of GO categories were enriched among the differentially expressed genes, and these categories spanned a wide range of biological functions (Figure 1—figure supplement 2B) consistent with previously reported data (Boothroyd et al., 2007). For example, we observed an increase in the expression of genes encoding ribosomal proteins, genes involved in protein folding, and genes involved in metabolic processes at 29°C compared to that at 25°C. At 18°C, we saw increased expression of proteins involved in cuticle development compared to that at 25°C, which is consistent with previous reports showing that cuticle deposition is temperature dependent (Boothroyd et al., 2007; Ito et al., 2011). These results demonstrate the dramatic effect that temperature has on the steady-state levels of mRNAs involved in various cellular and metabolic processes, and specifically on the circadian molecular and transcriptional network.

### Temperature modulates *tim* alternative splicing

The 3′ RNA-seq datasets are a powerful tool for examining changes in gene expression. However, they lack the ability to capture many processing events, such as alternative splicing and alternative promoter usage. Therefore, we generated whole-transcript polyA^+^ RNA-seq datasets from the heads of flies entrained at 18°C, 25°C, or 29°C. We found that temperature greatly impacted the pattern of alternative splicing of *tim* mRNA (Figure 2A). *per* is the only additional clock gene that showed some temperature-driven changes in alternative splicing, and the temperature-dependent alterations were not as striking as those observed in *tim*. However, the *per* splicing pattern has been shown to be changed drastically at temperatures lower than 18°C (Montelli et al., 2015).

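The whole-transcript datasets were made from polyA+ RNA of whole fly heads, which was fragmented, ligated to barcoded linkers and sequenced from both ends. There was 1 library per temperature and time point: 3 at 18°C (ZT3, ZT15 and ZT21), 2 at 25°C (ZT3 and ZT15) and 3 at 29°C (ZT3, ZT15 and ZT21). The time points were taken as the replicates of a temperature, so that the spread between replicates includes the changes over the day. The authors aligned the reads to genome version dm3 and deposited the average coverage per base pair of each annotated transcript in each library. Counts of exon–exon junctions, from which the paper calculated its splicing proportions, were not used here. The deposited values are not read counts, so the depth behind them is unknown and no interval for counting error is given. The table lists 18387 transcripts of 11500 genes, and 3395 of these genes have more than 1 listed transcript. The values of a library summed to between 92886 and 108550. The 10 transcripts with the highest values took between 5.55% and 10.0% of that sum.

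Each library was scaled to a sum of 1000000, and levels were compared as log2(scaled value + 1), which understates the change of low transcripts. The share of a transcript is its percentage of the summed values of its gene in a library. Shares and summed levels were tested with a two-sided exact permutation test of the slope on temperature over the 560 assignments of the temperatures to the 8 libraries, which gives a p of 0.0018 at the smallest. The difference between 18°C and 29°C alone was tested over its 20 splits, where no p under 0.1 is possible.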

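The gene tim (CG3234) has 8 listed transcripts, CG3234-RA to CG3234-RH, and the values of CG3234-RB and CG3234-RD are identical in every library. An average over a whole transcript includes the exons that it shares with other transcripts, and the mean shares of the 8 transcripts at each temperature all lay between 9.80% and 13.1%. CG3234-RC had the widest range. Its share was 11.7% ± 0.24 (SD, n = 3) at 18°C, 9.80% ± 0.82 (SD, n = 2) at 25°C and 10.6% ± 0.15 (SD, n = 3) at 29°C. All 3 libraries at 18°C had a higher share of CG3234-RC than all libraries at 25°C and 29°C. Between 18°C and 29°C the share fell by 1.10 percentage points (exact permutation test of the slope, p = 0.0714, and 0.190 after Benjamini-Hochberg adjustment over the 8 transcripts). The 20 splits of the libraries at 18°C and 29°C gave p = 0.1 (exact permutation test), the smallest p possible, for each of the 8 transcripts. The shares of all 8 thus did not overlap between these 2 temperatures. Shares of 1 gene depend on each other, so these are not independent results. The share of CG3234-RE rose by 0.35 percentage points from 12.4% ± 0.034 (SD, n = 3) at 18°C to 12.7% ± 0.014 (SD, n = 3) at 29°C (exact permutation test, p = 0.0214, and 0.0857 after adjustment). The rise of CG3234-RF was of the same size, 0.34 percentage points, with the same p values. After adjustment 0 of the 8 transcripts were under 0.05, against 2 before it. Among the alternatives that kept both libraries at 25°C, the number before adjustment moved most with a replicate block, where temperatures were permuted only within a time point: 0 transcripts were then under 0.05, and the p of CG3234-RC was 0.153 and that of CG3234-RE 0.0694 (exact permutation tests).

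Of the other clock genes, per, cyc, cwo and cry have 1 listed transcript each, so that no share could be computed. The 14 listed transcripts of Clk, vri and Pdp1 gave 0 adjusted p values under 0.05 and 1 unadjusted one. The largest difference in share among them was that of CG17888-RD of Pdp1, which was 9.00% ± 0.78 (SD, n = 3) at 18°C and 11.1% ± 1.32 (SD, n = 3) at 29°C (exact permutation test, p = 0.0875, and 0.255 after adjustment over the 14 transcripts). From the coverage of the tim locus (Figure 2A) and the junctions of each isoform (Figure 2C and D), the paper concludes that temperature changes the splicing of tim greatly and that of per to a lesser extent. For tim the paper also gives evidence from outside these libraries. It reports more tim-sc at 18°C in 3′ RNA-seq, isoform-specific qRT-PCR in heads and brains, and assays of tim and of minigenes in S2 cells (Figure 8).

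**Figure D1:**
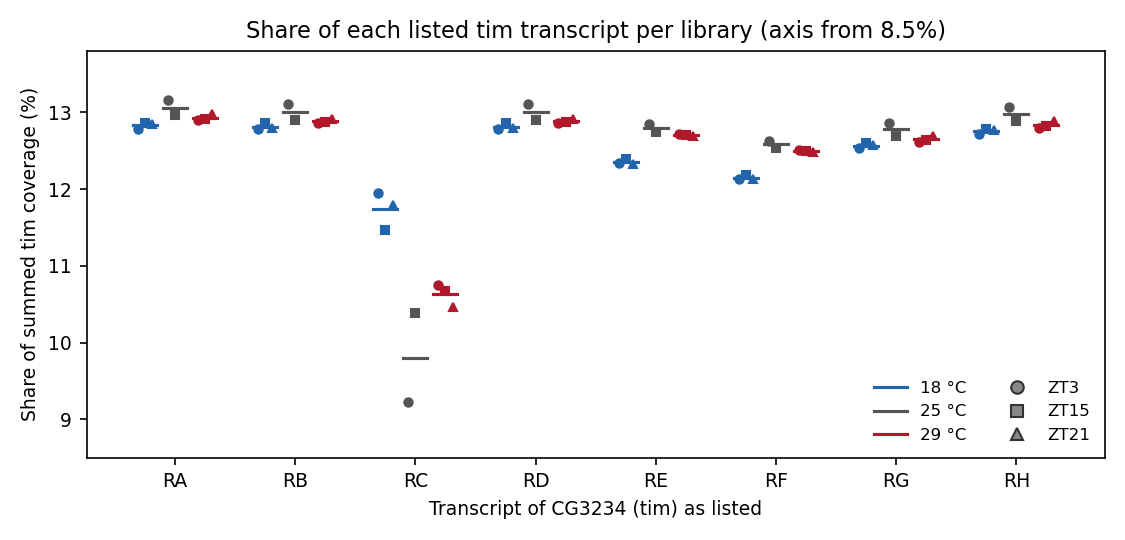
Share of each listed tim transcript in the summed tim coverage (y axis, %, which starts at 8.5%) in each of the 8 libraries, by transcript (x axis). Points are libraries, with the time point as symbol and the temperature as colour, and lines are means. The shares of CG3234-RC at 18°C lie above those at 25°C and 29°C.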

**Figure 2.**
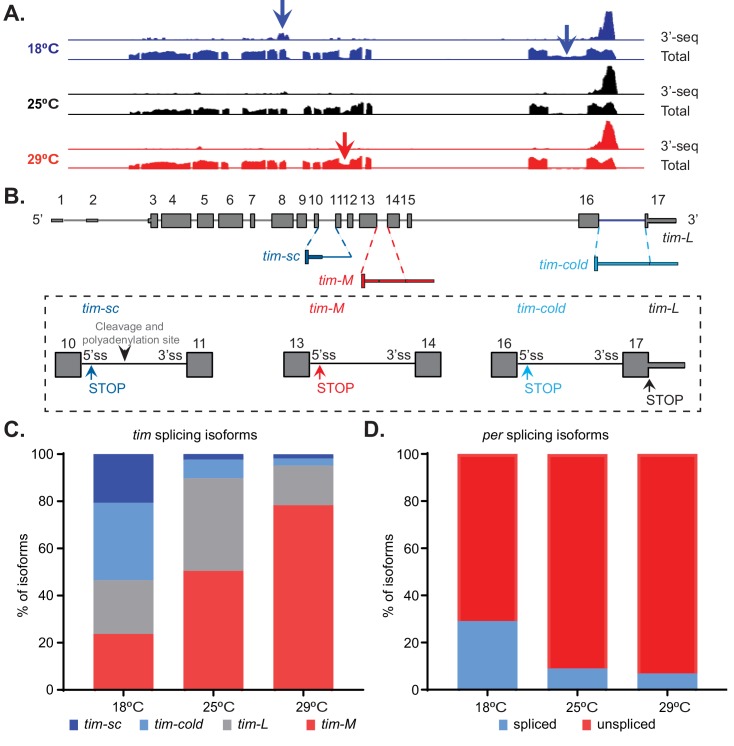
Temperature modulates *tim* alternative splicing. (**A**) Integrative Genomics Viewer (IGV) snapshot of the *tim* locus, indicating the expression of this gene at 18°C (blue), 25°C (black), and 29°C (red). The presented data include the aggregated data from the 3′ RNA-seq datasets presented in Figure 1 (upper traces) as well as full transcript polyA^+^ RNA-seq datasets (lower traces). The latter include two time points at 25°C and three time points at 18°C and 29°C. The arrows indicate the alternative splicing events that are regulated by temperature. (**B**) A schematic of the alternatively spliced *tim* isoforms. Constitutive exons are shown in gray, sequences found mainly at high temperatures in red, and sequences found mainly at low temperatures in blue. Close-ups of the exons surrounding each non-canonical isoform are shown in rectangles. Alternative stop codons (STOP) and cleavage and polyadenylation sites in these isoforms are also indicated. (**C**) Quantification of the relative amounts of *tim-sc* (dark blue)*, tim-cold* (light blue)*, tim-M* (red), and *tim-L* (gray) isoforms based on the data shown in panel (A). To quantify the different isoforms, we counted the relative number of spliced junctions that are specific for each isoform. (**D**) Quantification of the relative amount of spliced *per* (blue) and unspliced *per* (red) RNAs at the three assayed temperatures.

**Figure 2—figure supplement 1.**
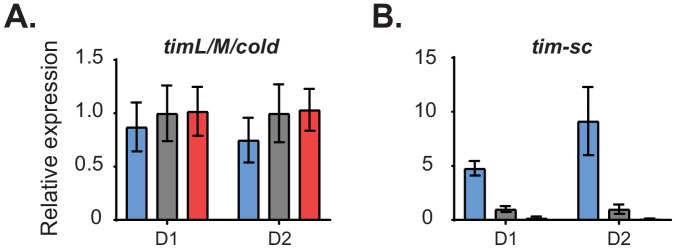
Relative expression of (**A**) *tim-L/M/cold* and (**B**) *tim-sc* in the two gene expression sets described in Figure 1. Expression levels of *tim-L, tim-cold*, and *tim-M* are reported together as they share the same 3′ end. For each digital gene expression dataset, we averaged the expression of the different *tim* isoforms over the day at each temperature. Results are shown normalized to 25°C. Each bar represents the mean ± SEM. D1 = Dataset1; D2 = Dataset2.

**Figure 2—figure supplement 2.**
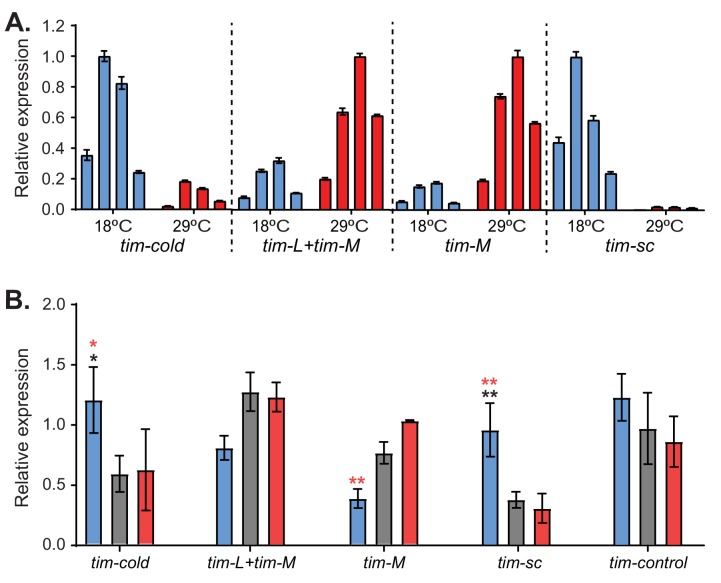
*tim* expression is regulated by temperature co- and post-transcriptionally. (**A**) Isoform-specific qRT-PCR of *tim* in the heads of flies entrained at 18°C (blue) and 29°C (red). Each bar represents the mean at a different time point (ZT3, ZT9, ZT15, and ZT21) ± SEM. Values were normalized to the maximum of both temperatures. (**B**) Quantification of the different *tim* isoforms in the adult brain at ZT11 after entraining the flies at 18°C (blue), 25°C (gray), and 29°C (red). Each bar represents the mean levels ± SEM (n = 3). Black stars indicate statistically significant difference relative to flies kept at 25°C; red stars indicate significant difference relative to flies entrained at 29°C. Significance was determined by two-way ANOVA using Sidak's multiple comparisons test. *, p<0.05; **, p<0.01.

We identified four major isoforms that were generated from the *tim* locus (Figure 2B). 

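Scaled values in the whole-transcript datasets were summed over the 8 listed transcripts of tim, since the listed names do not tell the isoforms tim-L, tim-cold, tim-M and tim-sc apart. Such a sum counts an exon once for each transcript that contains it, so it can be compared between libraries but not between genes. The sum was 335 ± 277 (SD, n = 3) at 18°C, 600.1 ± 707 (SD, n = 2) at 25°C and 603 ± 518 (SD, n = 3) at 29°C. On the log2 scale the mean rose by 0.73 from 18°C to 29°C (exact permutation test of the slope, p = 0.559). With temperatures permuted only within a time point, as a replicate block, p was 0.347 (exact permutation test). The spread between time points was 1.12 (SD, n = 3) at 18°C and 1.41 (SD, n = 3) at 29°C on the same scale. Both temperatures hold the same time points, so this spread cannot decide on the difference. From 18°C to 29°C at the same time point, the log2 level changed by -0.29 at ZT3, 0.84 at ZT15 and 1.65 at ZT21. These are differences of single libraries. At ZT15 the summed level was 654 at 18°C, 1100 at 25°C and 1175 at 29°C. At ZT3 it was 202 at 18°C, 100.4 at 25°C and 165 at 29°C. At ZT21 it was 149 at 18°C and 470.4 at 29°C. Leaving out the library of 29°C at ZT3 moved the difference of the log2 means most, to 1.46. Without it the temperatures no longer hold the same time points, so this shift includes the changes over the day. The single listed transcript of per had a scaled value of 12.8 ± 6.10 (SD, n = 3) at 18°C, 14.1 ± 12.2 (SD, n = 2) at 25°C and 10.8 ± 6.42 (SD, n = 3) at 29°C (exact permutation test of the slope on the log2 scale, p = 0.688).

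**Figure D2:**
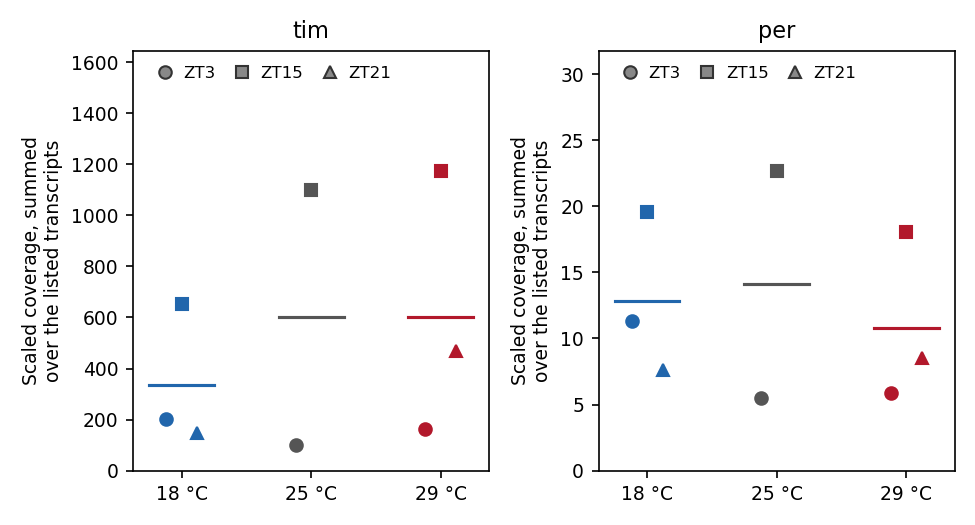
Scaled coverage of tim and per, summed over the 8 and 1 listed transcripts (y axis, from 0, on a separate scale for each gene, since the sums cannot be compared between genes), in each library by temperature (x axis). Points are libraries, with the time point as symbol, and lines are means. For both genes the highest value at each temperature is that of ZT15.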

The canonical transcript (referred to here as *tim-L*) did not significantly change in abundance with temperature, but the other three isoforms did. Two were more abundant at 18°C than at 25°C. One of these isoforms was previously described as being induced by cold temperatures and is called *tim-cold* (Boothroyd et al., 2007; Wijnen et al., 2006; Montelli et al., 2015). *tim-cold* includes an additional intron near the 3′ end of the canonical *tim* mRNA. As a result, it has a longer 3′ UTR than *tim-L*, but a stop codon at the beginning of the intron results in a slightly smaller protein than that produced from the canonical isoform. The other cold-enriched isoform, although previously annotated, had not been characterized. We named this isoform *tim-short and cold* (*tim-sc*), as it putatively encodes a much smaller protein than does *tim-L. tim-sc* mRNA is generated by the usage of an alternative cleavage and polyadenylation site located within intron 10 of *tim*. By contrast, the other isoforms are also generated as the result of intron retention, but the ends of their 3′ UTRs are the same as that of the canonical isoform. 

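In the BDGP6 annotation, a later build than the dm3 to which the reads were aligned, tim lies on the minus strand of chromosome 2L from 3493986 to 3508119, where a snoRNA gene and an lncRNA gene overlap it. It has 10 annotated transcripts. The intron from 3494622 to 3495479 (858 bp) is spliced in 7 of them and retained in 1, tim-RU, as described for tim-cold. The intron from 3499764 to 3500000 (237 bp) is spliced in 6 transcripts and retained in 2, tim-RM and tim-RS. These 2 share all downstream exons with the spliced transcripts except tim-RU, which retains the intron from 3494622 to 3495479. The intron from 3500792 to 3501171 (380 bp), between exons 9 and 10 of tim-RB, is spliced in 8 transcripts. The other 2 transcripts, tim-RN and tim-RO, end within it at 3501048 and have 9 exons each, as described for tim-sc. The remaining transcripts all end at 3493986. Of the 8 tim transcripts for which coverage is listed, only CG3234-RB shares its letter with a BDGP6 transcript, so the listed values are not assigned to these structures.

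**Figure D3:**
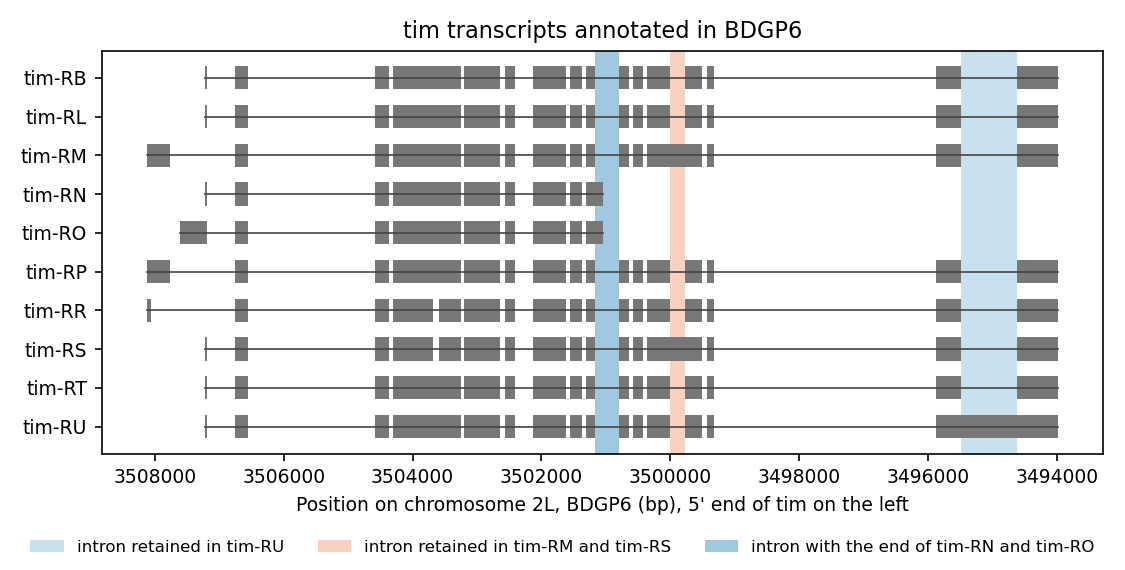
Exons (boxes) and introns (lines) of the 10 tim transcripts annotated in BDGP6, by position on chromosome 2L (x axis, bp, with the 5′ end on the left). Shaded bands mark the intron retained in tim-RU, the intron retained in tim-RM and tim-RS and the intron in which tim-RN and tim-RO end.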

The third isoform that we identified potentially encodes a protein that is smaller than those encoded by *tim-L* and *tim-cold* and larger than that encoded by *tim-sc.* This isoform was recently described and named *tim-tiny* (Shakhmantsir et al., 2018). However, to avoid confusion with *tim-sc* (which encodes an even smaller isoform), we will call it *tim-medium* (*tim-M*). This isoform is generated by the inclusion of an intron that contains a stop codon and shares all downstream exons with *tim-L*. Hence, it has the longest 3′ UTR of all *tim* isoforms. The isoform *tim-M* was present at higher abundance in flies entrained to 25°C or 29°C than in those kept at 18°C (Figure 2).

As *tim-L, tim-cold*, *and tim-M* share the same 3′ end, they are indistinguishable in the 3′ RNA-seq datasets. Therefore, on the basis of the 3′ RNA-seq data, we were only able to conclude that the overall levels of these isoforms combined do not change with temperature (Figure 2—figure supplement 1A). By contrast, we detected a significant increase in the levels of *tim-sc* mRNA at 18°C compared to those at 25°C or 29°C (Figure 2—figure supplement 1B). We confirmed the temperature-dependent differences by qRT-PCR using isoform-specific primers (Figure 2—figure supplement 2A). Unfortunately, the levels of *tim-L* could not be unequivocally assessed by qRT-PCR because its sequence overlaps with that of *tim-M.* These data revealed that the temperature-dependent changes in the splicing patterns of *tim* are at least as impressive as the previously described changes in the splicing of a small intron in the 3′ UTR of *per* (Majercak et al., 1999).

Using the whole-transcript RNA-seq datasets to quantify the relative amounts of each of the four isoforms (Figure 2C). We found that there was a dramatic change in the distribution of the four isoforms over the temperature range tested, from a fairly even distribution at 18°C to no expression of *tim-sc* and *tim-cold* and significant elevation of *tim-M* at 29°C. Surprisingly, we found that *tim-M* constitutes about 50% of *tim* mRNAs at 25°C, a temperature at which the level of *tim* expression is similar, if not higher, than that of the canonical isoform *tim-L.* This suggests the existence of previously unknown aspects of *tim* regulation, even in canonical conditions. In comparison to the temperature-dependent differences observed in *tim* alternative splicing, the well-characterized changes in *per* alternative splicing are very modest (Low et al., 2008) (Figure 2D).

To assess whether the observed changes in *tim* RNA processing that occur as a function of temperature also exist in the fly brain, we dissected the brains of flies entrained at 18°C, 25°C, and 29°C and measured the levels of each *tim* isoform by qRT-PCR. As observed when whole fly heads were analyzed, entrainment of the flies to lower temperatures (18°C) resulted in a strong increase of *tim-sc* and *tim-cold* levels compared to the levels in flies entrained at 25°C, and entrainment to higher temperatures (29°C) promoted *tim-M* expression (Figure 2—figure supplement 2B).

### Temperature-specific alternative splicing is conserved across *Drosophila* and correlates with temperature adaptation

If changes in the splicing pattern of *tim* are necessary for temperature adaptation, then these changes should be conserved among other *Drosophila* species that can adapt to temperature changes. Therefore, we analyzed the behavior and determined the splicing patterns of *tim* in three additional species belonging to the *Drosophila* genus entrained at 18°C, 25°C, and 29°C. Two of these species, *D. simulans* and *D. yakuba*, belong to the *Sophophora* subgenus, like *D. melanogaster*; the third, *D. virilis*, belongs to the *Drosophila* subgenus. *D. melanogaster* and *D. simulans* share the same tropical origin, but these species have become cosmopolitan, whereas *D. yakuba* is restricted to Africa (Markow and O'Grady, 2007; Kuntz and Eisen, 2014). *D. virilis*, a Holarctic species, is also geographically temperate. Although all three species displayed some degree of behavioral adaptation to temperature, we detected differences among them when analyzing the ratio between light and dark activity at the three assayed temperatures (Figure 3A). As expected, *D. melanogaster* had a temperature-dependent gradient in their light/dark activity ratio, with the highest ratios at 18°C (Figure 3A, left). For the *D. simulans* strain analyzed, we also observed a significant decrease in light/dark activity ratios as the temperature increased (Figure 3A, middle-left; Figure 3—figure supplement 1A, upper left panel), suggesting that *D. melanogaster* and *D. simulans* have similar behavioral adaptation to high and low temperatures. By contrast, for *D. yakuba,* the light/dark activity ratios at 25°C and 18°C were not different (Figure 3A, middle-right; Figure 3—figure supplement 1A, middle left panel). This suggests that this equatorial species has reduced capacity to adapt to lower temperatures when compared to the other species tested; this could be because this species does not experience large changes in temperature in the wild. It should be mentioned that although the light/dark activity ratio at 29°C for *D. virilis* was similar to that in the other species, its activity had the opposite trend: *D. virilis* was more active at night whereas the other species displayed reduced activity during the dark phase (Figure 3A, right; Figure 3—figure supplement 1A, lower left panel).

**Figure 3.**
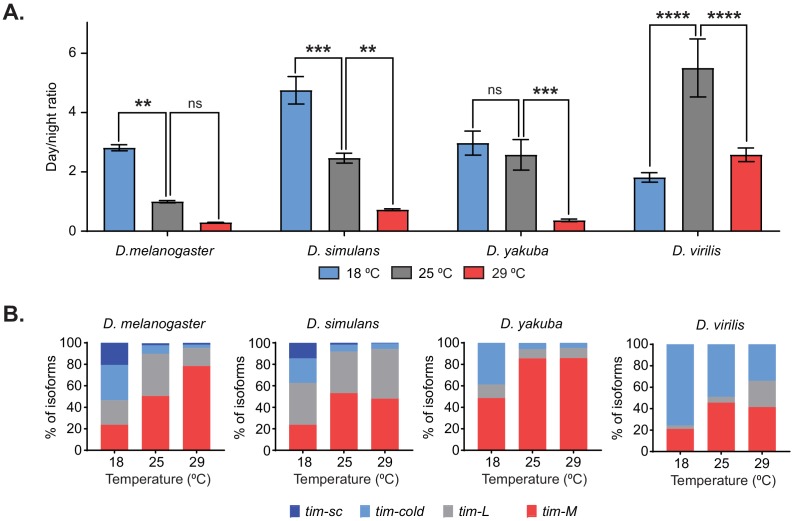
Temperature-specific alternative splicing is conserved across different *Drosophila* species. (**A**) Quantification of the ratio between day and night counts of locomotor activity for *D. melanogaster, D. simulans, D. yakuba*, and *D. virilis* at 18°C (blue), 25°C (gray), and 29°C (red). Each bar represents the ratio between the mean locomotor activity during the day and during the night over four days (n = 4) ± SEM. Significance was calculated by performing two-way ANOVA analysis (**, p<0.01; ***, p<0.001; ****, p<0.0001). (**B**) Quantification of the relative amounts of *tim-sc* (dark blue)*, tim-cold* (light blue)*, tim-M* (red), and *tim-L* (gray) from whole transcriptome polyA^+^ mRNA-seq at the indicated temperatures. Each different isoform was quantified as in Figure 2C.

**Figure 3—figure supplement 1.**
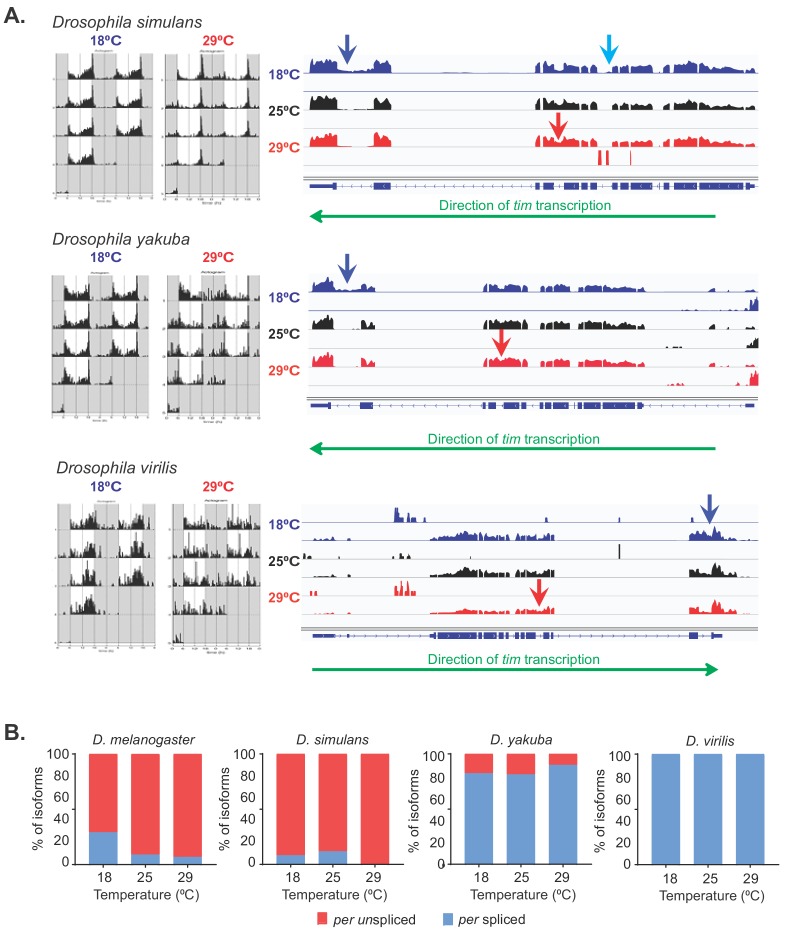
Temperature-specific alternative splicing is conserved across *Drosophila* species. (**A**) IGV snapshot of whole-transcript RNA-seq showing the *tim* locus in *D. simulans, D. yakuba*, and *D. virilis* (top to bottom) at different temperatures. The upper panel (blue) corresponds to 18°C, the middle one (black) to 25°C and the lower one (red) to 29°C. Arrows indicate the sequences that are unique to the different isoforms: *tim-sc* (light blue), *tim-M* (red), and *tim-cold* (blue). Green arrows below the IGV snapshots indicate the direction of *tim* transcription. (**B**) Quantification of the relative amounts of spliced *per* (light blue) and unspliced *per* (red) from whole transcriptome polyA^+^ mRNA-seq in all species at the indicated temperatures. To quantify the different isoforms, we counted the relative number of spliced junctions that were specific for each isoform.

We next generated whole-transcript polyA^+^ RNA-seq datasets from the heads of all three species entrained at the three different temperatures. All species displayed dynamic changes in *tim-cold* and *tim-M* levels in response to temperature changes, with *tim-cold* increasing and *tim-M* decreasing at lower temperatures (Figure 3B; Figure 3—figure supplement 1A, right). This suggests that these changes might be important for the behavioral changes shared by all species. However, we detected *tim-sc *only in *D. simulans* and *D. melanogaster*, which had very similar temperature-dependent alternative splicing profiles (Figure 3B; Figure 3—figure supplement 1A, right). As mentioned above, this isoform appears only at 18°C, suggesting that it might be relevant for the increased light/dark activity ratio observed for *D. simulans* and *D. melanogaster* when comparing the locomotor activity patterns at 18°C and 25°C. Surprisingly, high levels of *tim-cold* were detected in *D. virilis* at all of the assessed temperatures, including 29°C, suggesting that the mechanism is more complex in *D. virilis* than in the other species analyzed (Figure 3B). We also looked at changes in *per* 3′ UTR splicing in the different species as a function of temperature. *D. simulans* had a similar *per* splicing pattern to *D. melanogaster* (i.e., the intron is mostly retained and its splicing is partially increased in colder temperatures). On the other hand, *D. virilis* displayed no differences in *per* splicing over this temperature range, whereas the changes in *D. yakuba* were slight (Figure 3—figure supplement 1B).

### Cold temperature decreases TIM-L levels by two independent mechanisms

As previously described (Majercak et al., 1999), we found that the levels of the canonical TIM-L protein were significantly downregulated at 18°C compared to those at 25°C or 29°C. We were unable to detect clearly or to differentiate the other isoforms by western blot (Figure 4—figure supplement 1). Nevertheless, Boothroyd et al. (2007) reported that TIM-COLD is expressed. *tim-M* mRNA is very abundant, but we did not detect a protein of the predicted size in the western blots, which strongly suggests that that this isoform is not translated or is translated very inefficiently. We reasoned that this isoform regulates in *cis* the amount of *tim-L* produced. This agrees with a recent publication that identified this mRNA isoform as non-functional and probably non-coding (Shakhmantsir et al., 2018). Although we observed bands of the size expected for TIM-SC in the western blot with anti-TIM antibody, these bands were present at all temperatures (Figure 4—figure supplement 1). We believe that these bands might represent canonical TIM degradation products that are of a similar size to TIM-SC. Moreover, the utilized TIM antibody was raised against the whole protein and detects TIM-SC with low efficiency, as shown by analysis of the protein fused to a FLAG tag described below.

Our sequencing data (Figure 2—figure supplement 1A) and reports by others (Boothroyd et al., 2007) indicate that the lower levels of TIM-L at 18°C compared to 25°C are not due to changes in total *tim* mRNA. This suggests that the lower TIM levels are the result of post-transcriptional and/or post-translational regulation. Recent work demonstrated that *tim* mRNA levels are regulated by miR-276 (Chen and Rosbash, 2016). To determine whether miRNA-mediated regulation of *tim* is temperature dependent, we tested the genome-wide association of mRNAs with AGO1 (the only miRNA-RISC effector protein in *Drosophila* [Förstemann et al., 2007]) at 18°C, 25°C, and 29°C. Briefly, we performed AGO1 immunoprecipitation from fly heads followed by hybridization to oligonucleotide microarrays. In these datasets, we can only assess overall *tim* levels as these microarrays cannot distinguish between *tim-L, tim-cold*, and *tim-M*.

We first confirmed that the overall distribution of AGO1-associated mRNAs (and hence miRNA-mediated regulation) is similar at all three temperatures (Figure 4—figure supplement 2). Interestingly, we observed temperature-dependent changes in the association of *tim* mRNA with AGO1 (Figure 4A). Binding of *tim* to AGO1 was very strong at 18°C, but there was little or no association at 25°C or 29°C. This pattern is *tim-L/M/cold*-specific: when we examined associations of mRNAs encoding other core circadian clock components with AGO1, we did not see such remarkable temperature-driven AGO1 association changes (Figure 4A). Some of the mRNAs encoding clock components did not bind at all (e.g., *cry, cyc*, and *per*), indicating that these transcripts are not regulated post-transcriptionally by miRNA at the tested temperatures. This was also the case for *tim-sc*, which did not bind to AGO1 at any temperature (Figure 4A). Others, bound to AGO1 at all temperatures (e.g., *Clk* and *vri*). There were small temperature-dependent changes in the association of *Clk* with AGO1, but it was highly bound to AGO1 at all temperatures.

**Figure 4.**
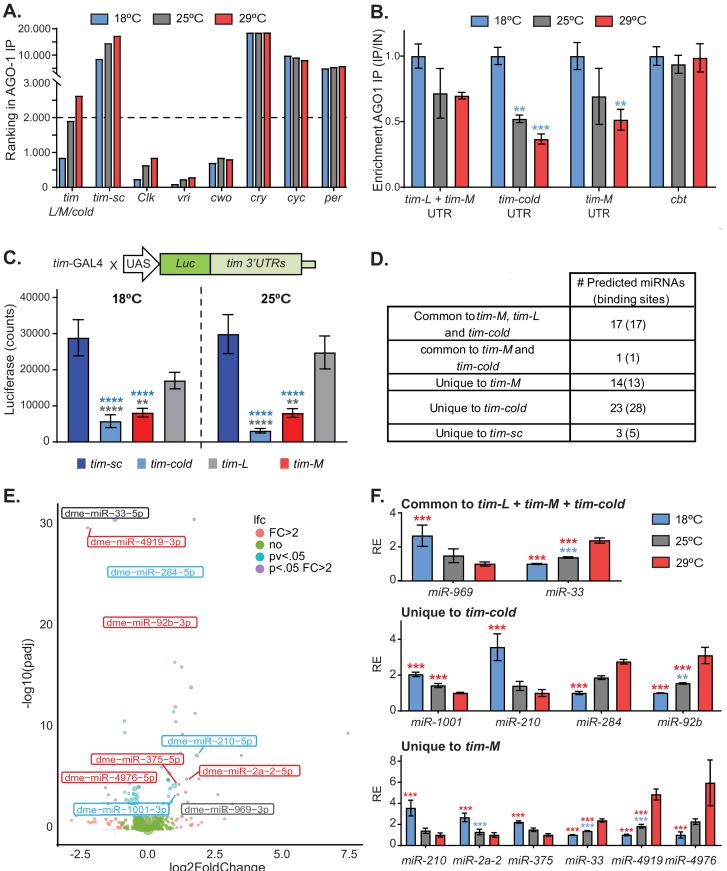
Alternatively spliced isoforms of *tim* are post-transcriptionally regulated. (**A**) Graph of the ranking of enrichment of RNAs in AGO-1 immunoprecipitates isolated from flies entrained at 18°C (blue), 25°C (gray), and 29°C (red). Briefly, we ranked RNAs according to their binding enrichment (lower ranking value corresponds to higher binding to AGO-1). To assess the ranking, we averaged the residuals in a linear model: signal in AGO1-immunoprecipitate/signal in input (n = 2 for each temperature). (**B**) *tim* isoform-specific qPCR of AGO1-bound mRNAs at 18°C (blue), 25°C (gray), and 29°C (red). Each bar represents an average of all time points normalized to a negative control (*cyc*). Blue stars indicate statistically significant levels relative to those at 18°C. Significance was determined by two-way ANOVA analysis using Tukey's multiple comparisons test (**, p<0.01; ***, p<0.001). Four different time points from each temperature were used as biological replica. Bars display the means ± SEM. (**C**) Luciferase assay of whole flies expressing *luciferase* fused to different *tim* 3′ UTRs at 18°C (left) and 25°C (right). Blue and gray stars represent statistically significant difference relative to *tim-sc* or *tim-L*, respectively, determined by performing two-way ANOVA analysis using Tukey's multiple comparisons test (*, p<0.05; **, p<0.01). Means ± SEM are plotted (n = 8). (**D**) Table summarizing the number of putative miRNA-binding sites identified in the different *tim* isoforms using TargetScan. (**E**) Volcano plot showing miRNAs that have differential expression at 18°C and 29°C (n = 4 for each temperature). The color code represents the significance for each miRNA differentiating all the combinations, for fold change >2 and adjusted p value <0.05. miRNAs with predicted binding sites present in any of the *tim* isoform 3′ UTRs were identified using TargetScanFly.6.2. Blue, gray, and red indicate putative targets for *tim-cold*, common sequence, or *tim-M* 3′ UTRs, respectively. (**F**) Relative abundances of miRNAs that are differentially expressed (fold change >2 and adjusted p value < 0.05) at different temperatures and that are predicted to target the 3′ UTR of the different isoforms. For each miRNA, the values were normalized to the minimum and their relative expression (RE) is plotted ± SEM. Blue and red stars represent statistical significance relative to expression at 18° or 29°C, respectively, determined using a negative binomial model employing DeSeq2. See details in the 'Materials and methods' (**, p<0.01; ***, p<0.001).

**Figure 4—figure supplement 1.**
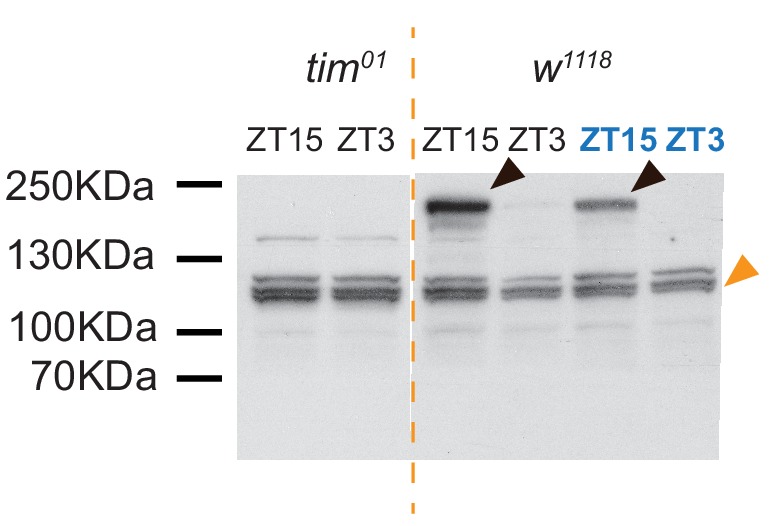
Western blot of TIM at 25°C (black) and 18°C (blue) using heads from *tim^01^* and *w^1118^* flies at ZT3 and ZT15. Black arrowheads mark the canonical TIM-L isoform; orange arrowheads mark the ~60 kDa smaller degradation product.

**Figure 4—figure supplement 2.**
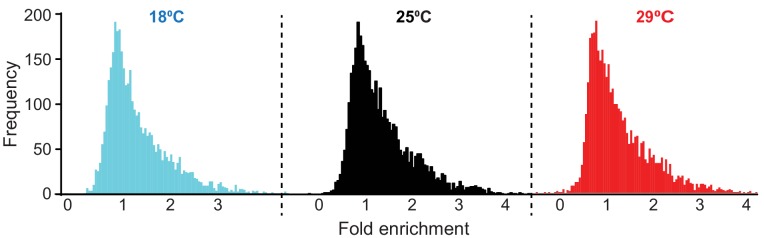
Density plot representing 4000 genes selected as ‘AGO1-associated’. The distributions are the frequencies of each fold enrichment for a particular temperature.

To determine whether the association of the different *tim* transcripts to the miRNA-effector machinery is temperature dependent, we performed isoform-specific qPCRs from AGO1 immunoprecipitation samples. The mRNA encoding the transcription factor CBT (a known miRNA-regulated RNA; Kadener et al., 2009; Lerner et al., 2015) was strongly bound to AGO1 at all of the assayed temperatures. By contrast, we discovered that the association of *tim-L/M* (*tim-L* cannot be distinguished from *tim-M* as they share the 3′ UTR end)*, tim-cold*, and *tim-M* to AGO1 was significantly higher at 18°C than at 25°C or 29°C (Figure 4B).

To determine the consequences of AGO1 binding on TIM expression, we generated flies carrying luciferase reporters fused to the different *tim* 3′ UTRs. All transgenes were inserted into the same genomic location, and we expressed these UAS-transgenes using the *tim-Gal4* driver. We assessed luciferase levels on these flies after three days of entrainment to 18°C or 25°C. We observed no significant temperature-dependent (p<0.53) or interaction (p<0.46) effects. However, the luciferase levels of the transgenes carrying the 3′ UTRs of *tim-L* and *tim-sc* were high compared to those of the other two transgenes, suggesting that they are under little (or no) post-transcriptional control. Interestingly, much less luciferase was expressed from the reporter carrying the 3′ UTR of *tim-cold* than from the other reporters, suggesting that the presence of this 3′ UTR strongly diminishes the translation of this isoform, by affecting either the stability or translation of the mRNA (Figure 4C). Although less luciferase was expressed from the *tim-M* 3′ UTR reporter than from the *tim-L* and *tim-sc* reporters, the difference was considerably less than that observed with the *tim-cold* 3′ UTR.

To further understand the post-transcriptional regulation of *tim*, we analyzed the different 3′ UTRs for potential miRNA-binding sites using TargetScan (Agarwal et al., 2015). The isoforms *tim-L*, *tim-cold*, and *tim-M* have a large number of putative miRNA-binding sites, many of which are evolutionary conserved and highly expressed in fly heads. *tim-sc* only had a handful of predicted miRNA-binding sites and was not bound to AGO-1 at any temperature, strongly suggesting that this isoform is not regulated by miRNAs (Figure 4D; Supplementary file 3). The miRNAs that are responsible for the association of *tim* isoforms with AGO1 might target only a temperature-specific isoform, might target more than one isoform, might be expressed in a temperature-dependent way, or might act through a combination of these mechanisms. We therefore sequenced AGO1-associated miRNAs from the heads of flies entrained to 12:12 LD cycles at 18°C, 25°C, and 29°C. Expression of most miRNAs was not affected by temperature (Figure 4E; Supplementary file 4). We first focused on the miRNAs targeting the 3′ UTR region common to *tim-L, tim-cold*, and *tim-M.* Of the 17 miRNAs that are predicted to target this region, the levels of only two differed with temperature. One of them (miR-33) was increased at 29°C in comparison with the level at 18°C. Notably miR-969, which contains what is predicted to be a strong binding site in the 3′ UTR region common to *tim-L, tim-cold*, and *tim-M*, was strongly (~3-fold) upregulated at 18°C compared to 29°C (Figure 4F). However, *tim-M* and *tim-cold* contain additional 3′ UTR regions, and these regions are predicted to be targeted by other miRNAs that are strongly regulated by temperature. Half of the miRNAs predicted to bind these *tim* isoforms were highly expressed at 18°C and half were highly expressed at 29°C (Figure 4F; Supplementary file 3 and 4). This strongly suggests the existence of a miRNA-mediated mechanism that downregulates the expression of TIM-COLD and TIM-M at all temperatures. That TIM-COLD is indeed present at 18°C (Boothroyd et al., 2007; Wijnen et al., 2006) suggests that the main function of the miRNA-mediated regulation of this isoform is to impose a threshold that blocks the expression of this protein at temperatures other than 18°C, when the transcription levels of this isoform are lower.

In summary, these results strongly suggest that at 18°C, differences in the expression of the canonical TIM protein relative to levels at 25°C are due to the deviation of *tim* transcription toward the production of *tim-sc* and *tim-cold*, which is under strong post-transcriptional regulation. In addition, *tim-L*, *tim-M*, and *tim-cold* are subjected to stronger post-transcriptional control by miRNAs than are the other isoforms.

### Overexpression of TIM isoforms have different effects on circadian behavior

We next sought to determine the functionality of the different TIM isoforms. To do so, we generated plasmids to express each TIM protein isoform fused to a C-terminal FLAG tag; all coding regions were fused to the same 3′ UTR and were under the control of the UAS-promoter (Figure 5—figure supplement 1A). To verify the expression of TIM from these plasmids, we co-transfected them into *Drosophila* S2 cells (which do not express *tim*) together with a GAL4 expression plasmid. As expected, using an anti-FLAG antibody, we observed the bands of predicted sizes for TIM-SC, TIM-M, TIM-COLD, and TIM-L (Figure 5—figure supplement 1B, left). Interestingly, anti-TIM antibodies efficiently detected TIM-L and TIM-COLD but not TIM-SC (Figure 5—figure supplement 1B, right). Moreover, we observed a degradation product that overlapped with TIM-SC, demonstrating that it is very difficult (if not impossible) to detect this isoform unequivocally by western blot.

We next generated flies that expressed these TIM proteins under control of the *tim-Gal4* driver by targeting the plasmids to the *attB* insertion site. We determined the locomotor activity patterns of these flies at 25°C. When kept under a 12:12 LD cycle, we observed a clear advance in the start of the evening activity component in flies that overexpressed *tim-sc* compared to *tim-gal4* controls, but no changes in the morning anticipation (Figure 5A–C). This, together with the fact that in DD overexpression of TIM-SC led to more than 1 hr shortening of the period compared to the control (Figure 5D), suggests a role for *tim-sc* mRNA and protein in the behavioral advance observed in wild-type flies at 18°C.

**Figure 5.**
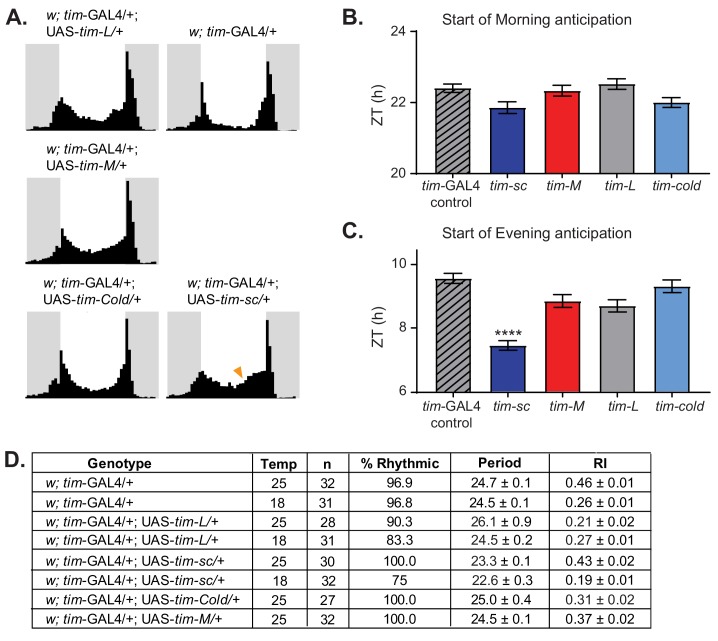
Overexpression of *tim* isoforms at 25°C results in various behavioral defects. (**A**) Average activity over three days in 12:12 LD at 25°C of flies of the indicated genotypes. Light phase is represented in white and dark-phase in gray. (**B**) Quantification of the start of the morning activity component in the last three days of LD (n = 27–31) ± SEM. (**C**) Quantification of the start of the evening activity component in the last three days of LD (n = 27–31) ± SEM. Stars represent statistical significance relative to *tim*-Gal4 control calculated by one-way ANOVA using Tukey's multiple comparisons test (****, p<0.0001). (**D**) Table summarizing the behavior of the indicated genotypes in DD at 18°C or 25°C, indicating percent rhythmic, period length, rhythmicity index (RI), and respective SEMs.

**Figure 5—figure supplement 1.**
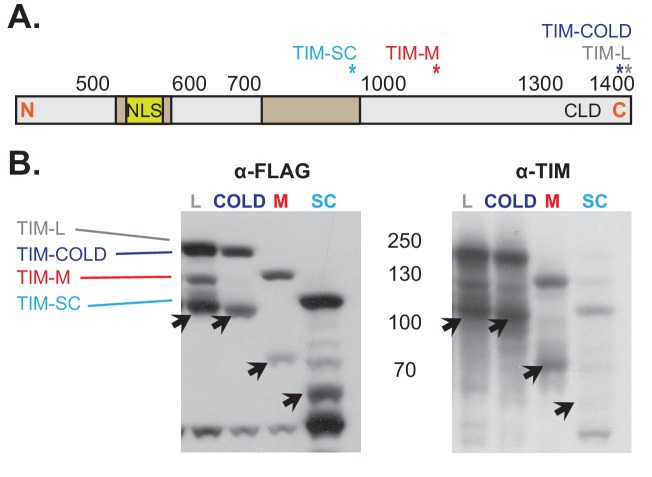
Overexpression of different *tim* isoforms with a FLAG-tagged C-terminus. (**A**) Schematic representation of the TIM protein. The stars mark the locations of the different FLAG-tags for each isoform. NLS, Nuclear Localization Signal; CLD, Cytoplasmic Localization Domain. (**B**) Western blot membranes showing anti-FLAG (left) and anti-TIM (right) staining of the overexpression of the four 3′ FLAG-tagged UAS-*tim* isoforms in S2 cells. Arrows mark a degradation product that is ~60 kDa smaller than the original TIM isoform.

In agreement with the results described by Yang and Sehgal (2001), overexpression of TIM*-*L at 25°C resulted in a high percentage of flies with long, weak, or no rhythms in DD conditions (Figure 5D,E). Overexpression of TIM-COLD also resulted in slightly weaker and/or longer rhythms, although to a lesser degree than is observed upon TIM-L overexpression. This suggests that the two proteins are not fully equivalent, even though both are functional. Surprisingly, overexpression of TIM-M did not significantly change the locomotor activity pattern in either LD or DD, suggesting that this protein is non-functional (Figure 5D,E). When we performed the behavioral experiments at 18°C, we observed similar results: shortening of the period when TIM-SC was overexpressed and weaker rhythmicity when TIM-L was overexpressed (Figure 5D).

### TIM-SC rescues the behavioral rhythms of tim^01^ flies in LD and DD

To test whether TIM-SC is functional, we determined whether overexpression of this protein is sufficient to rescue the behavioral rhythms of *tim^01^* flies. We generated flies that overexpressed the FLAG-tagged TIM-SC or TIM-L protein in a *tim^01^* background and overexpressed them using the *tim-Gal4* driver. As previously reported (Ousley et al., 1998), TIM-L partially rescued the behavioral rhythms of *tim^01^* mutants. The rescue was not total, probably because of the high level of expression of the UAS-TIM transgene. Interestingly, we found that TIM-SC also rescued the rhythms of *tim^01^* flies both in LD and in DD. In LD, expression of the *tim-sc* RNA resulted in the rescue of the behavioral rhythms (evening anticipation) in more than 60% of the flies (Figure 6A–C). Moreover, more than 40% of flies displayed rhythmic behavior in DD. Most of these rescued flies have a shorter period than the flies rescued with the canonical isoform (Figure 6B,C). Similar, but dampened, results were obtained when performing the experiment at 18°C: expression of *tim-L* or *tim-sc* in *tim^01^* flies rescued the evening advance in 35% of the flies in LD. In addition, 20% of the flies expressing *tim-L* and 30% of the flies expressing *tim-sc* displayed rhythmic behavior in DD conditions. These results demonstrate that, despite its smaller size, the protein produced from *tim-sc* is functional.

**Figure 6.**
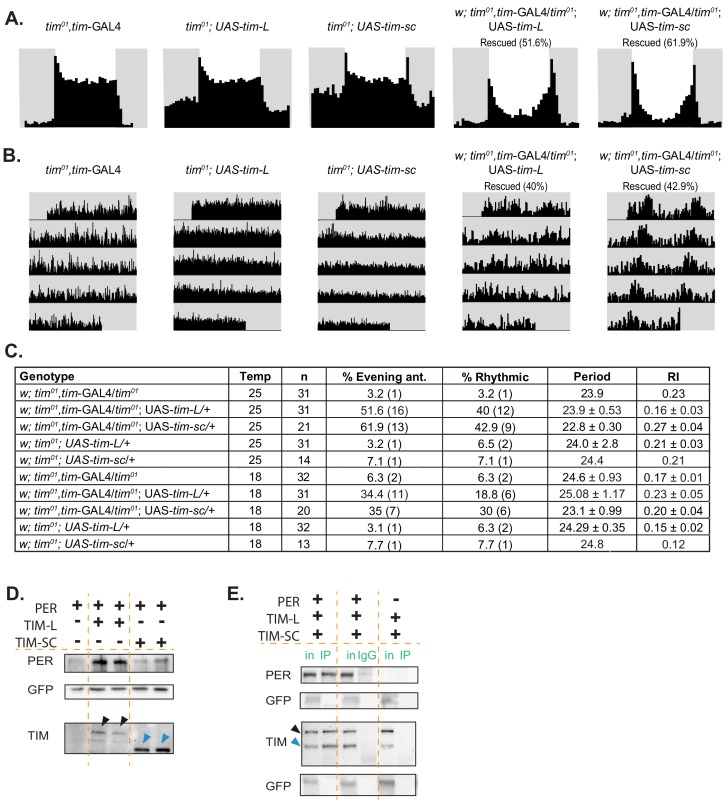
Overexpression of *tim-sc* at 25°C partially rescues *tim^01^* flies in LD and DD, and TIM-SC binds to PER. (**A**) Average activity over three days in 12:12 LD at 25°C of flies of the indicated genotypes. The light phase is represented in white and the dark-phase in gray. The percentage of rescued flies (displaying evening anticipation) is reported in brackets. (**B**) Actograms of each genotype in DD at 25°C. (**C**) Summary of the percentage of rescue in LD (evening anticipation component) and in DD (percent rhythmic, period length, rhythmicity index, and their respective SEMs). (**D**) Representative western blot showing staining for PER (top), GFP (middle), and TIM (bottom) of protein lysates from S2 cells transfected with pAcPerV5 (PER), pAcTimL-HA (TIM-L), and pAcTimSC-HA (TIM-SC); pAcGFP was used as a transfection control (n = 3). Arrows in the TIM staining point to TIM-L (black) and TIM-SC (blue). (**E**) Representative western blot for PER, GFP, and TIM of PER immunoprecipitates in S2 cells co-transfected with pAcPerV5 (PER), pAcTimL-HA (TIM-L), or pAcTimSC-HA (TIM-SC) (n = 2). IgG and no PER controls were loaded in the middle and right of the membrane. pAcGFP was used as a transfection control. Arrows indicate TIM-L (black) and TIM-SC (blue). in, input; IP, immunoprecipitation.

**Figure 6—figure supplement 1.**
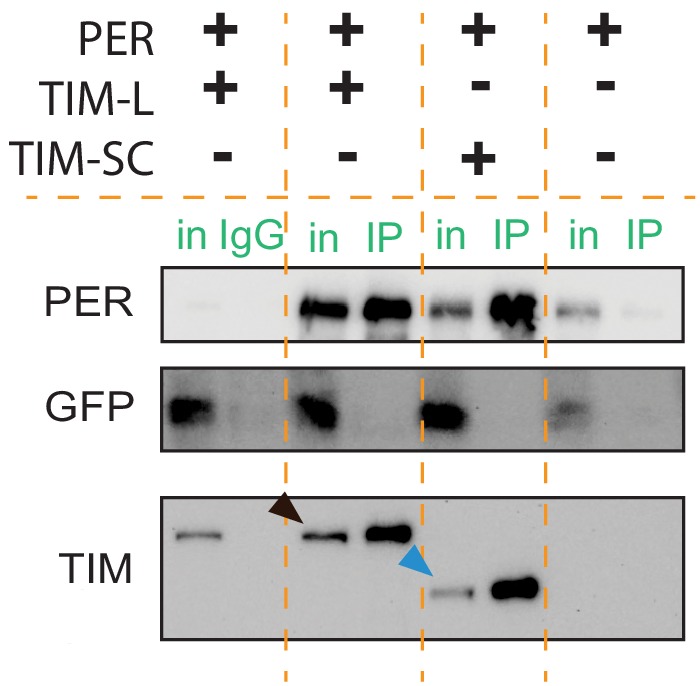
TIM-SC binds to PER. Representative western blot against PER (top), GFP (middle), and TIM (bottom) of HA immunoprecipitate in S2 cells co-transfected with pAcPerV5 (P) and pAcTimL-HA (L) or pAcTimSC-HA (SC). IgG and no TIM controls are loaded onto each side of the membrane. pAcGFP was used as a transfection control. Arrows in the TIM staining point to TIM-L (black) and TIM-SC (blue). in, input; IP, immunoprecipitation. n = 3.

**Figure 6—figure supplement 2.**
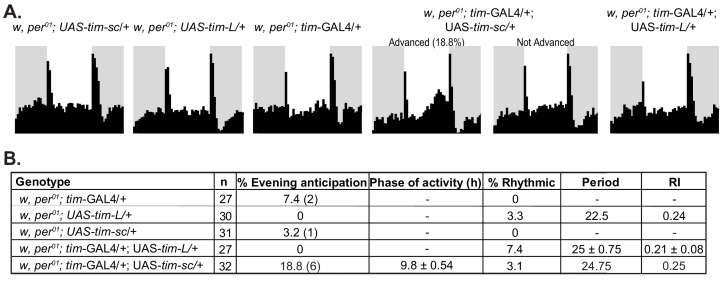
Overexpression of TIM-SC in *per^01^* results in a peak of activity resembling the evening activity component in a small fraction of the flies. (**A**) Average activity of three days in 12:12 LD at 25°C of flies of the indicated genotypes. The light phase is represented in white and the dark phase in gray. The percentages of advanced flies are reported in brackets. (**B**) Summary of the percentages of evening anticipation in LD.

### TIM-SC binds to but does not stabilize PER

TIM-L binds to and stabilizes PER, which is key for proper repression of CLK-driven transcription (Nawathean and Rosbash, 2004). The interaction between TIM and PER happens through two different regions in TIM: one that includes the nuclear localization signal and another located within the region from amino acid 715 through amino acid 914 (Saez and Young, 1996). *tim-sc* contains only the first 892 amino acids of the canonical TIM. Hence, we tested whether TIM-SC was able to bind to and stabilize PER in *Drosophila* S2 cells, which do not naturally express either TIM or PER. We co-transfected these cells with a PER expression plasmid with or without a plasmid expressing each TIM isoform. As previously described (Nawathean and Rosbash, 2004), TIM-L strongly stabilized PER (Figure 6D, top). However, the expression of TIM-SC did not result in PER stabilization (Figure 6D, top). This was not a consequence of the levels and/or stability of this TIM isoform, as we observed even higher amounts of TIM-SC than of TIM-L in the cells upon transfection (Figure 6D, bottom). To determine whether TIM-SC bound to PER, we performed co-immunoprecipitation experiments in cells transfected with PER and TIM-SC and/or TIM-L. Interestingly, we found that both TIM-L and TIM-SC bound to PER (Figure 6E; Figure 6—figure supplement 1). Moreover, TIM-SC bound to PER even in presence of TIM-L (Figure 6E). These results suggest that TIM-SC might function independently of PER.

Therefore, we next determined whether overexpression of TIM-SC alters the locomotor activity of *per*^01^ flies. As expected, *per^01^* cannot anticipate either the light-on or the light-off transition (Figure 6—figure supplement 2A). Overexpression of TIM-L did not alter the behavioral patterns of these flies. Interestingly, we observed that a small fraction (∼19%) of the *per^01^* flies overexpressing TIM-SC did indeed show a peak of activity resembling the evening activity component (Figure 6—figure supplement 2A), suggesting that TIM-SC could alter behavior in a PER-independent way, at least in some conditions. Importantly, we did not observe any type of rescue of the behavioral rhythmicity of *per^01^* flies by overexpression of TIM-SC in DD conditions (Figure 6—figure supplement 2B). This was not surprising because PER is essential for circadian rhythmicity. From these results, we concluded that TIM-SC and TIM-L act by two different mechanisms and that TIM-SC is less dependent on PER function.

### Elimination of tim-sc results in changes in tim processing and locomotor activity

To further understand the role of *tim-sc*, we generated flies in which the cleavage and polyadenylation site used for the generation of *tim-sc* mRNA was mutated using the CRISPR method (40A flies, Figure 7A). As expected, these flies do not express *tim-sc* at any temperature as shown by qRT-PCR (Figure 7B). Isogenic control flies had an increased day/night activity ratio after transfer to 18°C in comparison to the flies maintained at 25°C and an advance of the evening behavioral component (Figure 7C–E). Interestingly, 40A flies had cold-like activity patterns of activity even at 25°C. For example, at 18°C and 25°C, 40A mutants display lower activity than control flies only at night. At 29°C, the 40A flies were less active in both the light and dark periods, partly because of a very distinctive midday siesta behavior (Figure 7D; Figure 7—figure supplement 1A,B). Even more importantly, and opposite to TIM-SC overexpression, 40A mutants displayed a significant delay in the time of evening activity onset that was greater at 18°C but also significant at 25°C (Figure 7C and E).

**Figure 7.**
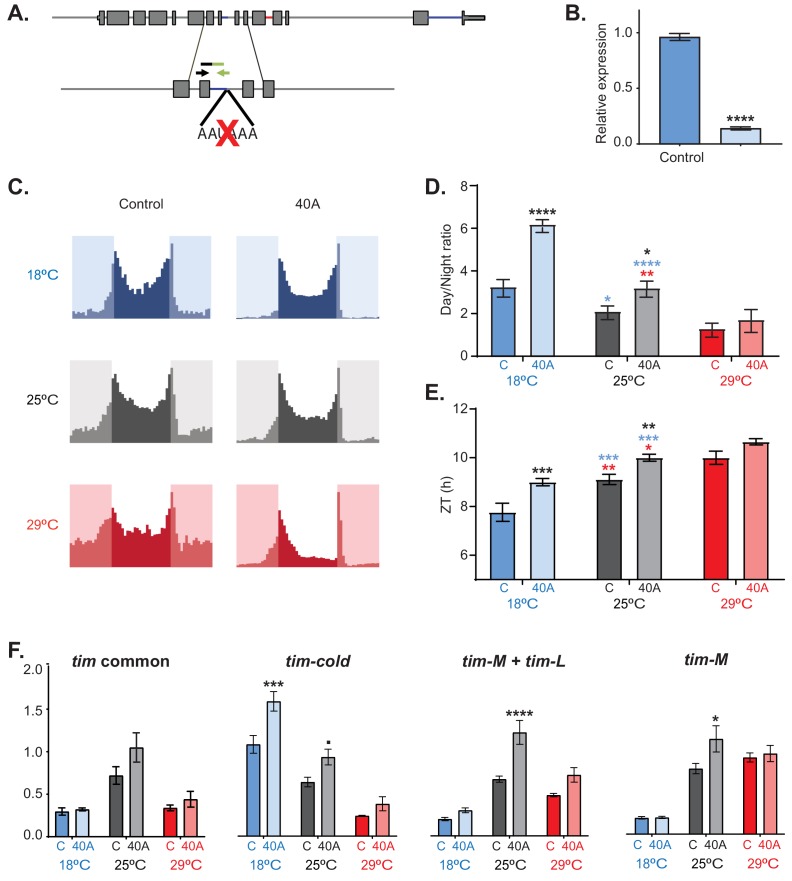
*tim-sc* null flies have behavioral and molecular defects. (**A**) Schematic of the mutation performed by CRISPR used to generate *tim-sc* null flies (40A flies). The black and green arrows indicate the locations of the forward and reverse primers used for the verification of *tim-sc* depletion. (**B**) Levels of *tim-sc* in 40A flies. The displayed qPCR result was obtained using RNA obtained from the heads of flies entrained at 18°C (n = 5). (**C**) Average activity during three days of control (left) and 40A (right) flies at 18°C (blue), 25°C (gray), and 29°C (red) in 12:12 LD cycles (n = 23–32). (**D**) Ratio between total light/dark activity at 18°C (blue), 25°C (gray), and 29°C (red) in 12:12 LD. Blue and red stars represent statistically significant difference between flies kept at 18°C or 29°C and those at 25°C; black stars indicate differences relative to the control flies. Significance was determined by two-way ANOVA using Sidak's multiple comparisons test (n = 16–31). (**E**) Quantification of the start of the evening activity component on day 3 of 12:12 LD. Blue and red stars represent statistically significant differences between flies kept at 18°C or 29°C and those kept at 25°C, whereas black stars represent differences relative to the control flies, as determined by two-way ANOVA using Sidak's multiple comparisons test (n = 16–31). (**F**) Assessment by qRT-PCR of exons 5 and 6 (common to all *tim* isoforms, left), *tim-cold* (middle left), *tim-L + tim-M* (middle right), and *tim-M* (right) at 18°C (blue), 25°C (gray), and 29°C (red) at ZT15 in 12:12 LD. Significance was determined by two-way ANOVA using Sidak's multiple comparisons test for each isoform (n = 5). Each bar represents the mean ± SEM. *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001.

**Figure 7—figure supplement 1.**
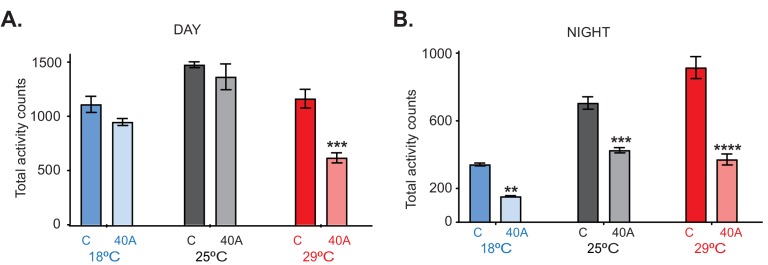
Mean total activity counts in control and 40A mutant flies at 18°C (blue), 25°C (gray), and 29°C (red) in 12:12 LD during the day (**A**) and night (**B**) ± SEM (n = 23–32). Stars indicate significant differences between the control and mutants from the same temperature, as determined by two-way ANOVA using Sidak's multiple comparisons test. **, p<0.01; ***, p<0.001; ****, p<0.0001.

To determine the molecular consequences of the disruption of *tim-sc* production, we measured the levels of the other *tim* isoforms in control and 40A flies at 18°C, 25°C, and 29°C. The *tim-sc* mutant flies had levels of *tim* mRNA comparable to levels in control flies as assessed by determining the levels of the constitutive exons 5 and 6 (Figure 7F, left). However, elimination of *tim-sc* resulted in an increase in the levels of *tim-cold* both at 18°C and at 25°C at the maximum expression time point (ZT15; Figure 7E). *tim-L/M* levels were also increased in the mutant but only at 25°C. These results strongly suggest that both *tim-sc* production and TIM-SC protein regulate the daily pattern of locomotor activity and the response to temperature changes. Importantly, we observed some degree of temperature adaptation in 40A mutants, which we postulate is mediated by the increased production of *tim-cold*. tim alternative splicing is regulated directly by temperature in vitro and in vivo.

To obtain insight into the mechanism by which temperature regulates *tim* alternative splicing, we analyzed the temperature dependence of *tim* alternative splicing in *tim^01^* and *per^01^* mutants. We entrained control and mutant lines in LD at 18°C and at 29°C, collected flies every 4 hr, extracted RNA from fly heads from a mix of all time points, and performed qRT-PCR. We observed a similar trend in all three fly lines: there were higher levels of *tim-cold* and *tim-sc* and lower levels of *tim-M* at 18°C compared to 29°C (Figure 8A). This demonstrated that, as previously shown for *per* temperature-dependent splicing (Collins et al., 2004), thermosensitive *tim* splicing events are independent of the circadian clock.

**Figure 8.**
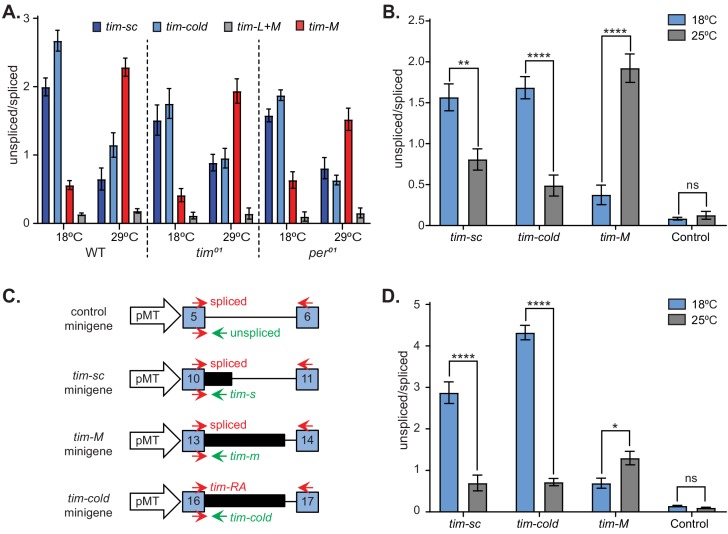
Splicing of *timeless* is temperature dependent and clock independent. (**A**) qRT-PCR results from wild-type, *tim^01^*, and *per^01^* clock mutant flies entrained at 18°C or at 29°C. Each bar represents the mean ratio (± SEM) between the unspliced *tim* and *tim-sc* (dark blue), *tim-cold* (light blue), *tim-M* (red), and *tim* control (gray). (**B**) *Drosophila* S2 cells transfected with pMT-*Clk* display the same *tim* alternative splicing patterns observed in living flies at 18°C (blue) and at 25°C (gray). Each bar represents the mean ratio (± SEM) between the unspliced and spliced variant of *tim-sc*, *tim-cold*, *tim-M* and *tim* control. Significance was determined by two-way ANOVA using Sidak's multiple comparisons test (n = 3). (**C**) Schematic of the *tim* isoform minigenes and locations of the primers used to measure the spliced (top) and unspliced (bottom) isoforms of each intron. (**D**) Mean unspliced/spliced ratios (± SEM) for the indicated minigenes at 18°C (blue) and at 25°C (gray). Significance was determined by two-way ANOVA using Sidak's multiple comparisons test (n = 3). *, p<0.05; **, p<0.01; ***, p<0.001.

**Figure 8—figure supplement 1.**
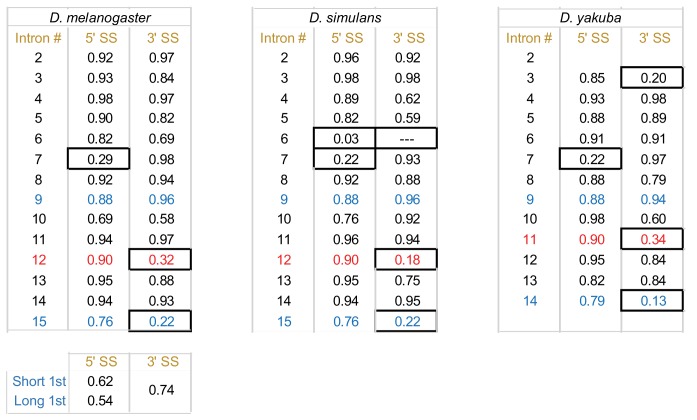
Table summarizing the 3′ and 5′ splicing strengths of each *tim* intron for *D. melanogaster, D. simulans*, and *D. yakuba.*

**Figure 8—figure supplement 2.**
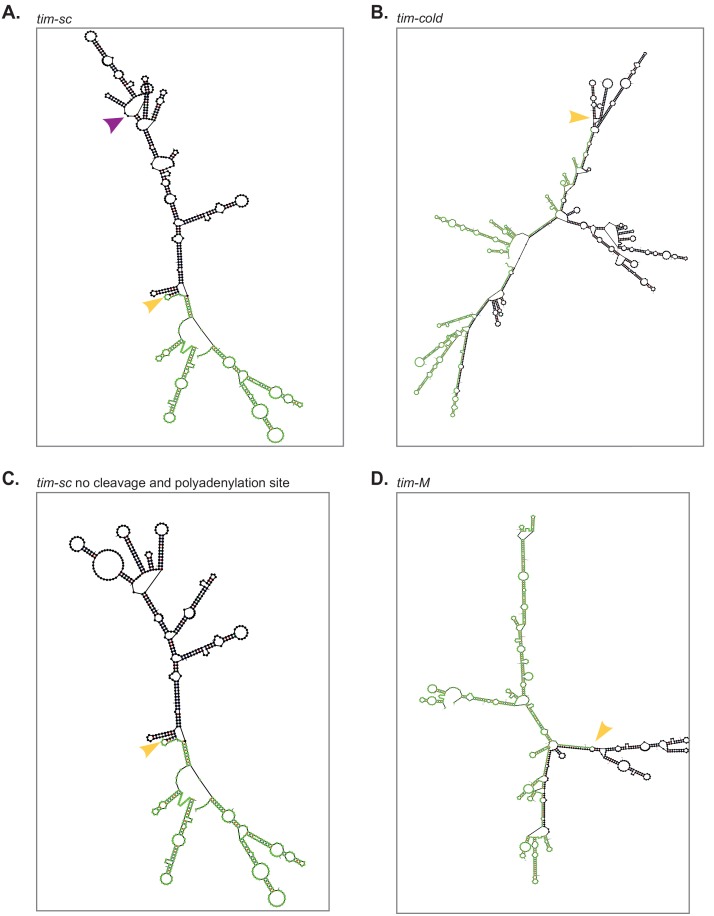
Predicted RNA secondary structures for (**A**) *tim-sc*, (**B**) *tim-cold*, (**C**) the *tim-sc* mutant without the cleavage and polyadenylation site, and (**D**) *tim-M* at 25°C for each exon-intron-exon region. Exons are represented in green; introns are black. Orange arrowheads mark the 5′ splice sites and purple arrowheads indicate the cleavage and polyadenylation site present in *tim-sc*. Only 350 bp from exons surrounding *tim-cold* intron were included in panel (C).

The splice sites flanking alternatively spliced exons are usually weaker than those flanking constitutively spliced exons, and temperature is known to influence the efficiency of splicing strongly (Jakšić and Schlötterer, 2016). Hence, we determined the strengths of the different splice sites in *tim* using publicly available software (Reese et al., 1997; Low et al., 2008). Almost all *tim* constitutive introns had strong 5′ and 3′ splice sites (scores above 0.6, Figure 8—figure supplement 1). Interestingly, the introns retained in *tim-M* and in *tim-cold* have a strong 5′ splice site and a weak 3′ splice site. This suggests that these isoforms result from alternative splicing due to the presence of weak 3′ splice sites. However, the splice sites of the intron associated with *tim-sc* have strong 5′ and 3′ splice sites (Figure 8—figure supplement 1). In addition, we observed that in *D. simulans* and *D. yakuba*, the introns retained in *tim-cold* and *tim-M* have strong 5′ splice sites and weak 3′ splice sites; alternative splicing is temperature-sensitive in these species (Figure 8—figure supplement 1).

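Changes in the relative use of transcripts between 18°C and 29°C were tested across the genome in the whole-transcript datasets of fly heads. The test was limma's diffSplice with transcripts in the place of exons, over the 3011 genes with at least 2 distinct listed transcripts that had a mean scaled value of at least 1. It gave 6 genes with an adjusted p under 0.05 (Simes p per gene, Benjamini-Hochberg adjustment) and 27 genes at an unadjusted p under 0.05. On simulated data with 3017 genes, the same test called 88.5% of the 200 genes in which 1 transcript was changed by 1 on the log2 scale, and smaller changes were not simulated.

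The gene cpx had the smallest adjusted p, 6.8e-06 from limma's diffSplice, with a log2 difference of 1.10 between CG32490-RE and the other transcripts of the gene. The share of CG32490-RE was 3.11% ± 1.32 (SD, n = 3) at 18°C and 6.29% ± 1.89 (SD, n = 3) at 29°C, and in BDGP6 cpx overlaps Nepl11 on the other strand. The error behind this p is pooled over the 15 tested transcripts of cpx (residual SD 0.18). The log2 ratio of CG32490-RE to the others varied more between libraries, by 0.59 (SD, n = 3) at 18°C and 0.44 (SD, n = 3) at 29°C. The small p therefore does not measure that spread. A test of transcript to gene ratios, chosen after seeing the data, did not call cpx (adjusted p = 0.316 from limma). For eIF4EHP, which overlaps Syx1A, the share of CG33100-RA was 11.8% ± 1.35 (SD, n = 3) at 18°C and 24.8% ± 1.93 (SD, n = 3) at 29°C, with a log2 difference of 1.22 (adjusted p = 0.0254 from limma's diffSplice). The other 4 genes were vir-1, CG7215, CG1637 and CG8229, with log2 differences of -0.77, -1.02, 0.50 and 0.58 for the transcript with the largest change. CG7215, CG1637 and CG8229 each overlap another gene, whose reads the averages could include. For tim the largest log2 difference was -0.16, that of CG3234-RC, and the adjusted p from limma's diffSplice was 1.00. This p could hardly have come out otherwise, because diffSplice takes its error from the residuals of all transcripts of a gene, which for tim hold the changes of its level over the day. The residual SD was 1.54 for tim, larger than for all but 2 of the other genes, against a median of 0.17 over the 3011 genes. A single tim transcript would have needed a log2 difference of 6.43 to be called, or 3.02 with the time point as a replicate block, so that a change of the size seen was not detectable with diffSplice.

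Libraries of the same time point deviated together from the means of their temperatures. The correlation of these deviations between 18°C and 29°C, across transcripts, which are not independent replicates, was 0.19 on average for libraries of the same time point and -0.097 for libraries of different time points. The second value largely follows from the first, because deviations from a mean cancel out within a temperature. By pair the correlation was 0.096 at ZT3, 0.16 at ZT15 and 0.31 at ZT21, and it was 0.073 for 18°C at ZT3 with 29°C at ZT15. With the time point as a replicate block, diffSplice gave 6 genes, the same 6 as without it, and 54 at an unadjusted p under 0.05. Among the alternatives of diffSplice, the number moved most when the library of 18°C at ZT15 was left out, which gave 0 genes (19 at an unadjusted p under 0.05).

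**Figure D4:**
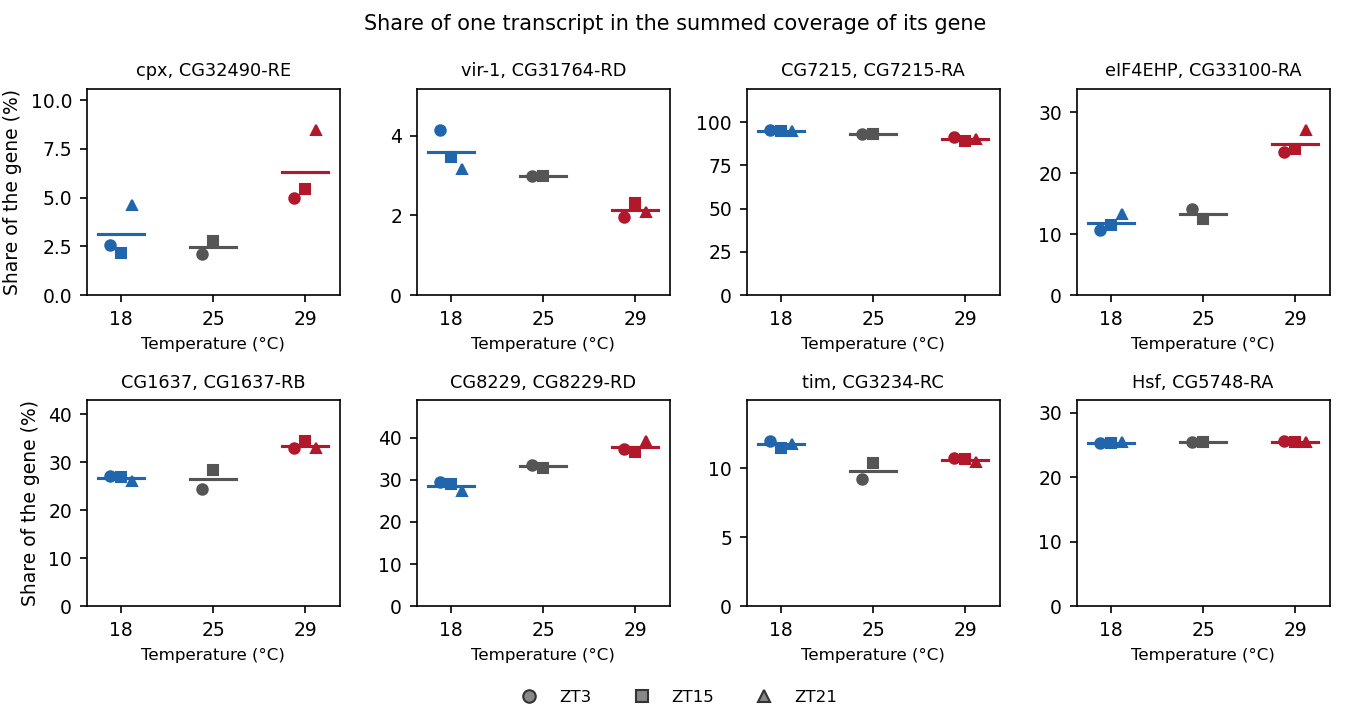
Share of one transcript in the summed coverage of its gene (y axis, %, from 0) by temperature (x axis, °C) for the 6 genes with an adjusted p under 0.05 and for tim and Hsf. Points are libraries, with the time point as symbol, and lines are means. The share of CG33100-RA of eIF4EHP at 29°C is above its share in every library at 18°C and 25°C.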

*tim* was one of the few genes in which we observed temperature-dependent changes in alternative splicing (data not shown). Hence, it is possible that *tim* alternative splicing itself could be thermosensitive. To test this possibility, we utilized the *Drosophila* S2 cells that do not express most circadian components, including *Clk, per* and *tim*. However, *tim* expression can be induced by expression of CLK (McDonald and Rosbash, 2001). We transfected these cells with a plasmid that drives the expression of *Clk* under the control of the *metallothionein* conditional promoter. After the induction of *Clk,* we cultured the cells at either 25°C or 18°C for 24 hr. We then collected the cells, extracted RNA, and characterized the splicing pattern of *tim* by qRT-PCR. For each of the alternative isoforms, we measured the ratio between the unspliced and spliced variants and compared the ratios obtained for the cells incubated at the two temperatures. This experiment reproduced the results obtained in vivo: the levels of *tim-cold* and *tim-sc* were higher at 18°C than at at 25°C, whereas *tim-M* expression showed the opposite trend (Figure 8B). We did not observe temperature-induced changes in splicing of a constitutive *tim* exon (Control, Figure 8B), demonstrating that this effect is specific for the thermosensitive introns.

One intriguing possibility is that *tim* splicing itself functions as a thermometer. This could be accomplished if a temperature change, for example, results in the exposure of binding sites for a specific splicing factor. To test the possibility that splicing serves as a temperature sensor, we generated three different *tim* minigene reporters, consisting of the exons and intron involved in each *tim* alternative splicing event (Figure 8C). As observed in vivo and in the context of the whole *tim* gene in S2 cells, we observed a temperature-dependent effect on the splicing of the three different *tim* minigenes. We did not observe any temperature dependence in the splicing of a minigene generated from a constitutive exon (Figure 8D), demonstrating a direct and specific effect of temperature on *tim* alternative splicing events.

To further understand the mechanism by which the different introns sense temperature, we used the algorithm Mfold (Zuker, 2003) to model the structure of the temperature-sensitive introns and their flanking exons. Interestingly, we found that the 5′ splice sites of the introns retained at low temperatures (i.e., those included in *tim-sc* and *tim-cold*) are predicted to be engaged in strong secondary structures (Figure 8—figure supplement 2A and B). As RNA structures are more stable at lower temperatures, we postulate that these 5′ splice sites are less accessible at 18°C than at 25°C or 29°C, rendering these introns temperature-sensitive. There were no differences in the predicted secondary structures of the 5′ splice sites when the cleavage and polyadenylation sites were removed (Figure 8—figure supplement 2C). By contrast, the 5′ splice site of the intron retained at high temperature (which is part of *tim-M*) was not predicted to be part of a stable secondary structure (Figure 8—figure supplement 2D). The decreased splicing efficiency of the *tim-M* intron at 29°C could be a consequence of the lower general efficiency of splicing at higher temperatures.

## Discussion

In this study, we show that temperature dramatically and specifically changes the splicing pattern of the core circadian component *tim*. We found that the lower levels of the canonical TIM protein, TIM-L, that occur at 18°C compared to 25°C are due to the induction of two cold-specific splicing isoforms, *tim-cold* and *tim-s*c. The isoform *tim-cold* encodes a protein that is very similar to TIM-L, but its expression is under strong post-transcriptional control, as shown by the analysis of transcripts associated with AGO1 and in vivo luciferase reporter assays. Interestingly, temperature-dependent alterations in *tim* splicing patterns are conserved in several *Drosophila* species and correlate well with the capacity of the species to adapt their activity to temperature changes in the analyzed strains. However, we noticed that the behavioral pattern of *D. virilis* at the tested temperatures is intriguing, and it would be interesting to determine whether other strains of this species show the same patterns of behavior and splicing.

We found that overexpression of TIM-SC advances the phase and shortens the period of the circadian clock, suggesting that the expression of this isoform might mediate some of the changes seen upon induction of flies at 18°C. In addition, expression of TIM-SC rescues *tim^01^* phenotypes in LD (~50% of the flies that express TIM-SC display evening anticipation) and in DD (a similar number of flies show rhythmic behavior, in most flies with a shorter than 24 hr period). Finally, flies in which the production of *tim-sc* is abrogated display altered patterns of locomotor activity at 18°C and 25°C, as well as altered expression of the remaining *tim* isoforms, demonstrating the importance of *tim-sc* production. We attribute the partial rescues observed with both TIM-SC and TIM-L to the fact that these proteins were expressed using the GAL4-UAS system, resulting in high levels of TIM. In any case, our results suggest that TIM-SC is functional, although nearly half the size of the canonical TIM protein. Interestingly, the PER binding region of TIM, which is located within the regions from amino acid 715 through amino acid 914 of the canonical protein (Saez and Young, 1996), could be compromised in the short isoform, as TIM-SC is only 892 amino acids long. Indeed, we showed that TIM-SC can bind but cannot stabilize PER. It will be interesting to determine the mechanism of action of TIM-SC and to evaluate how this protein interacts with the CLK-PER transcriptional feedback loop. *tim-cold* is strongly regulated by miRNAs at all temperatures. Analysis of the *tim-sc* null mutant provides support for a specific (and even dominant) function of TIM-COLD. We observed that flies that cannot generate *tim-sc* produce more *tim-cold* and, although to a lesser degree, *tim-L* than wild-type flies. These mutant flies also display altered behavior: the flies seem ‘hyper-adapted’ to cold temperatures with high locomotor activity during the day even at 25°C. It is difficult to rationalize how increased levels of *tim-L* could trigger these cold-like behavioral patterns. We favor the possibility that the behavior observed in these flies at 25°C is due to the increased expression of *tim-cold* mRNA and protein. Previous work showed that TIM-COLD might act differently than TIM-L; indeed it displays weaker binding to CRY in yeast (Montelli et al., 2015). Importantly, the increase in TIM-COLD protein in the mutant flies might be significantly larger than the increase observed at the mRNA level. This could happen if, for example, the increase in *tim-L* mRNA indirectly increases TIM-COLD levels by titrating miR-969 or another miRNA that targets both *tim-L* and *tim-cold* mRNAs. Mutations that abrogate *tim-cold* expression or make it constitutive could help to reveal the mechanism behind this regulation.

Although *tim-M* is the most abundant RNA isoform, we did not detect TIM-M protein, suggesting that little or no translation of this RNA occurs. This agrees with recent work by Shakhmantsir et al. (2018) who concluded that the major role of *tim-M* was to regulate TIM-L levels. Alternatively, the protein could be quickly degraded. However, this seems unlikely as we detected large amounts of TIM-M upon overexpression, suggesting that the putative protein is very stable. Moreover, our luciferase reporter experiments suggest that little protein is produced from this RNA, probably because of strong miRNA-mediated regulation (as also suggested by the AGO1 immunoprecipitation experiment). miRNAs exert their regulatory role either by promoting destabilization of mRNA or by inhibiting its translation (Iwakawa and Tomari, 2015). In the case of *tim-M*, this miRNA-mediated post-transcriptional control most probably occurs through direct translational repression. This would explain the very high mRNA levels of *tim-M* at certain temperatures (sometimes even greater than those of *tim-L*) and the lack of TIM-M protein expression. It is also possible that this RNA isoform is not exported from the nucleus; nuclear/cytoplasmic fractionation experiments could test this possibility.

Although *tim-cold* and *tim-M* are strongly post-transcriptionally regulated at all temperatures, the RISC also binds strongly to *tim-L* at 18°C. *tim* has been reported to be regulated by miR-276a (Chen and Rosbash, 2016); our miRNA-seq experiments suggest that miR-969 might also be important for *tim* regulation. CRISPR experiments targeting the miR-969 site could help to determine this.

Despite the large number of RNAs and miRNAs that are regulated in a temperature-dependent manner, the impact of temperature on alternative splicing seems to be quite restricted. Our analysis of the data revealed that few transcripts other than *tim, per*, and *Hsf* appeared to be regulated by temperature (data not shown). 

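Hsf (CG5748) has 4 listed transcripts with nearly equal coverage in the whole-transcript datasets. The largest change between 18°C and 29°C was that of CG5748-RA, whose share was 25.3% ± 0.052 (SD, n = 3) at 18°C, 25.5% ± 0.0023 (SD, n = 2) at 25°C and 25.5% ± 0.012 (SD, n = 3) at 29°C. Its log2 difference from the other transcripts was 0.014 (adjusted p = 1.00 from limma's diffSplice with Benjamini-Hochberg adjustment), and Hsf ranked 972 of 3011 genes. A single Hsf transcript would have needed a log2 difference of 0.60 to be called by diffSplice. The p from diffSplice therefore does not show that the use of Hsf transcripts was unchanged. All 3 libraries at 29°C had a higher share of CG5748-RA than both libraries at 25°C, which were above all 3 at 18°C. Hsf overlaps no other annotated gene in BDGP6.

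In another test, chosen after seeing the data, limma was run on the log2 ratio of each transcript to the mean over its gene, which leaves changes in the level of the whole gene out of the error. It gave 14 genes with an adjusted p under 0.05 and 497 at an unadjusted p under 0.05, and 4 of the 14 were also called by diffSplice. Only 2 of the 14 had a ratio that changed by more than 0.5 on the log2 scale. In this test tim ranked 23 (adjusted p = 0.0549 from limma) with a change of 0.14 in the ratio of CG3234-RC, and Hsf ranked 59 (adjusted p = 0.0861 from limma) with a change of 0.010. The adjusted p values from limma over all alternatives lay between 0.0549 and 1 for tim and between 0.0861 and 1 for Hsf. With the time point as a replicate block, the ratio test gave 8 genes, 4 of which were among the 14, and adjusted p values from limma of 0.124 for tim and 0.130 for Hsf.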

Although splicing efficiency in vitro is strongly temperature dependent, flies might have developed mechanisms (such as compensatory changes in chromatin structure, RNA polymerase II elongation rate, or RNA editing; Buchumenski et al., 2017) that make the outcome of alternative splicing largely temperature independent. The specificity of temperature-dependent *tim* splicing strongly suggests that these changes in *tim* splicing are unlikely to be due to the expression or activation of a specific splicing factor. This possibility is supported by the findings of Foley et al., 2019, who showed that although *psi* regulates *tim* splicing, this factor on its own cannot explain the temperature sensitivity of these alternative splicing events.

We found that the expression of some miRNAs is affected by temperature, and that levels of several of the temperature-dependent miRNAs correlate with changes in the splicing isoform that they putatively regulate. Hence, the expression of particular miRNAs per se could act as a thermosensor. Our miRNA profiling and AGO1 immunoprecipitation experiments suggest that other mRNAs might also be regulated by miRNAs in a temperature-dependent way. It will be interesting to correlate these datasets that evaluate AGO1-bound miRNA and mRNA expression as a function of temperature in order to understand how the transcriptional and post-transcriptional expression programs are regulated by temperature. Given the central role of RNA structure in the biosynthesis of miRNAs, the production of some miRNAs could be influenced by temperature through effects on secondary structure of the primary transcripts.

The temperature-dependent changes in the abundance of the *tim* isoforms described here are unlikely to be due to regulation by miRNAs, and our data suggest that these changes are mainly due to differences in alternative splicing. First, *tim-sc* does not seem to be regulated by miRNAs at any temperature and still displays large temperature-dependent changes. Second, the AGO1 immunoprecipitation experiments demonstrate a strong post-transcriptional regulation of *tim* at 18°C, when the levels of *tim-cold* are very high. Consequently, the changes in *tim-cold* levels cannot be the result of post-transcriptional control.

Our results demonstrate that the introns in isolation are able to sense and respond to temperature changes. Interestingly, *tim-cold* and *tim-M* respond in opposite ways to changes in temperatures: the intron found in *tim-cold* is strongly retained at 18°C while that in *tim-M* is more frequently skipped at this temperature. These results suggest that RNA structure probably plays a key role in making these splicing events temperature sensitive. Secondary structure prediction revealed no strong temperature-dependent differences. We found that the 5′ splice sites of the introns that are retained in *tim-sc* and *tim-cold* are highly engaged in secondary structures. As with any RNA secondary structure, these structures should be more stable at lower temperature, and this could hinder their recognition by the spliceosome and promote their retention at 18°C. On the other hand, neither the 5′ nor the 3′ splice sites of *tim-M* display strong secondary structures. As canonical splicing is less efficient in fly heads at higher temperatures (S Kadener, unpublished), the retention of this intron will be increased at 29°C despite the weaker 3′ splice site.

On the basis of these and previous results, we propose the model shown in Figure 9 of the effect of temperature on the expression of each *tim* transcript. This model accounts for the temperature-dependent thresholds for protein expression regulated by miRNA for the different *tim* isoforms. Briefly, at 25°C and 29°C, *tim-L* and *tim-M* isoforms represent the majority of *tim* mRNA, whereas *tim-sc* and *tim-cold* are most abundant at 18°C. *tim-M* is also a target of many miRNAs, some that are not differentially regulated by temperature and others that are more abundant at 29°C than at 18°C, or the opposite. We predict that the threshold imposed by miRNAs is high enough at all tested temperatures that no TIM-M is produced. We postulate that the *tim-M* transcript itself has a regulatory role, as recently suggested by Shakhmantsir et al. (2018). *tim-cold* is under strong miRNA regulation: at 25°C, when the production of this isoform is low, the miRNA-mediated control is enough to abolish most (if not all) TIM-COLD protein expression. However, at lower temperatures, the strong increase in *tim-cold* overcomes miRNA-mediated repression, and TIM-COLD is produced. In addition, at 18°C, *tim-sc* RNA and protein are produced. We hypothesize that both TIM-COLD and TIM-SC contribute to the phase advance and reduced night activity observed at 18°C. TIM-SC lacks the cytoplasmic retention domain and cannot stabilize PER, so the increased levels of this protein might lead to the phase advance observed at 18°C. At 29°C, *tim-M* levels are higher than at 25°C, but TIM amounts are not altered. This is probably the result of higher translation rates of TIM (*tim-L* association with AGO1 is modestly increased at the lowest temperature). Thus, co- and post-transcriptional regulation of *tim* modulate the amount and type of TIM proteins produced to facilitate temperature adaptation. We propose that this complex control of alternative splicing and miRNA-mediated control regulates the relationship between TIM and PER proteins. Last, but not least, our data suggest that *tim* alternative splicing might act as a thermometer for the circadian clock.

**Figure 9.**
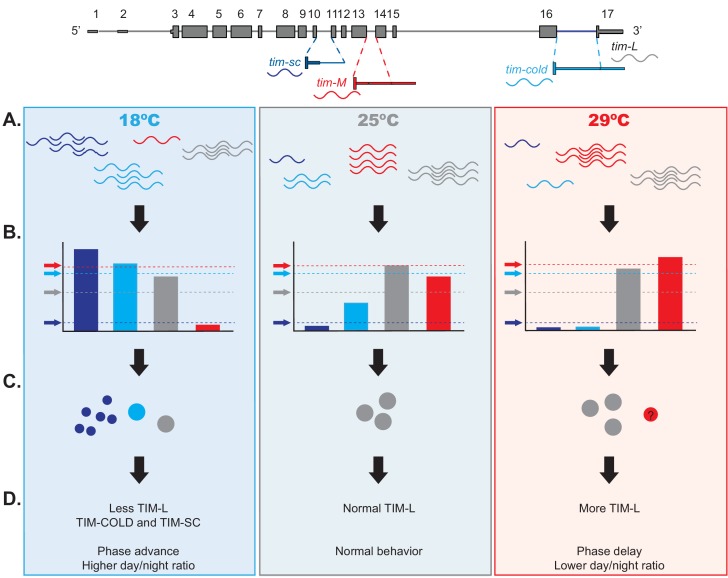
Model of the effects of thermosensitive alternative splicing of *timeless* in sensing and mediating temperature adaptation. (**A**) Temperature affects each one of the four *tim* isoforms (*tim-sc, tim-cold, tim-M*, and *tim-L*, represented in dark blue, light blue, red, and gray, respectively) differently. *tim-sc* and *tim-cold* are more abundant at colder temperatures, whereas *tim-M* is expressed at higher temperatures. Abundance of the canonical isoform, *tim-L*, does not change with temperature. (**B**) In addition, miRNAs set the threshold for the amount of mRNA that is translated from each isoform. *tim-sc* has the lowest and *tim-M* the highest threshold at all temperatures. (**C–D**) Differences between the transcript levels and their thresholds result in changes in TIM expression (**C**) and behavioral changes in the phase and day/night ratios (**D**) that are linked to temperature adaptation.

## Materials and methods

### Fly husbandry

*D. yakuba*, *D. simulans*, and *D. virilis* were obtained from the *Drosophila* Species Stock Center (DSSC) at the University of California, San Diego. CantonS flies were used as wild-type strain for *D. melanogaster.* The *tim^0^* and *per^01^* strains have been described previously (Konopka and Benzer, 1971; Sehgal et al., 1994).

Transgenic lines for the overexpression of different FLAG-tagged *tim* isoforms and luciferase reporters were generated by integrating the plasmids into the attP2 site using the PhiC31 integrase-mediated transgenesis system (Best Gene Drosophila Embryo Injection Services). These transgenic flies were crossed into a *tim-Gal4* driver line (Kaneko and Hall, 2000; Blau and Young, 1999). These transgenic flies were also crossed with *tim^01^* flies to generate *tim^01^, UAS-tim-sc* and *tim^01^,* and *UAS-tim-L* flies for the rescue experiments. All crosses were performed and raised at 25°C. Newborn adults were either maintained at 25°C or switched to colder (18°C) or warmer (29°C) temperatures, as described in the text.

### Generation of tim-sc polyadenylation and cleavage signal mutants by CRISPR

The *tim-sc* mutant flies were generated following the protocol described by Ge et al. (2016) with some modifications. pCFD5 plasmid (Addgene, plasmid #73914) was modified to exclude *Vermilion* and *attB* (pCFD5d). Three gRNAs (one targeting the *w* gene and two targeting *tim*) were generated from PCR templates and cloned into pCFD5d (pCFD5d*w/tim*-1,2) as described (Port and Bullock, 2016; Port et al., 2014; Fu et al., 2014). The donor template for homologous recombination contained a point mutation in an intronic sequence as well as a silent point mutation (one in each site targeted by the gRNAs). This fragment was then cloned into pUC57-*white*[coffee] (Addgene, plasmid #84006) between the *SacI* and *HindIII* sites (pUC57-*timShort*). pCFD5d*w/tim*-1,2, pUC57-*white*[coffee], and pUC57-*timShort* were injected into *vas-Cas9* (*y^1^,* M{vas-Cas9ZH-2A) flies (Ge et al., 2016) by Rainbow Transgenic Flies, Inc G_0_ flies were crossed to second chromosome balancers, and individual G_1_*Cyo* flies from non-red-eyed populations were again mated to the 2^nd^ chromosome balancers. Individual G_1_ flies were genotyped to verify the deletion and the possibility of random integration either in the genome or at CAS9 cutting sites of the plasmid (Ge et al., 2016). G_2_*Cyo* male and female flies from positive crosses were crossed to obtain non *cyo* homozygous stocks. Finally, the entire *tim* locus was sequenced in the *tim-sc* mutants and their isogenic controls to verify that there were no additional mutations in the *tim* locus.

### Plasmids for the transfection of S2 cells and/or injection into *Drosophila*

#### Previously described plasmids

pMT-*Clk* (Weiss et al., 2014); p-Act-Gal4 (Addgene, plasmid #24344) plasmids were used.

#### C-terminus FLAG-tagged UAS-*tim* overexpression plasmids

cDNA from Canton-S heads of flies reared at 18°C (for *tim-sc* and *tim-cold*), 25°C (*tim-L*), or 29°C (*tim-M*) were used to amplify the ORF of each isoform. *NotI* and *KpnI* restriction sites and a FLAG-tag sequence (at the 3′ of the coding DNA but before the stop codon) were added by PCR. Each isoform was cloned into the pUASTattB vector between the *NotI* and *KpnI* sites.

#### pAcTimL-HA and pAcTimSC-HA plasmids

pAcTimL-HA was a kind gift from Michael Rosbash (Brandeis University). pAcTimSC was cloned by amplifying *tim-sc* ORF from pAcTimL. *NotI* and *KpnI* restriction sites and a HA-tag sequence were added by PCR.

#### UAS-luciferase-3′UTR of *tim* isoform plasmids

A PCR product containing the firefly *luciferase* gene was cloned into pUASTattB (pUAST-*luc*-attB). The 3′ UTRs of all four isoforms were amplified from fly head cDNA and cloned into the pUAST-*luc*-attB vector between *NotI* and *XhoI* sites.

#### *tim* exon-intron-exon minigenes

Plasmids containing exon 5, intron 5, and exon 6 (*tim-control*); exon 10, intron 10, and exon 11 (*tim-sc*); exon 13, intron 13, and exon 14 (*tim-M*); and exon 16, intron 16, and exon 17 (*tim-cold*) fragments defined by *KpnI* and *XhoI* restriction sites were purchased from Syntezza Bioscience. Plasmids were cut with *KpnI* and *XhoI*. The four fragments were extracted and cloned into pMT-V5 (Invitrogen).

### Cell culture and transfections

*Drosophila* Schneider-2 (S2c1) cells (kindly provided by Michael T. Marr, Brandeis University; FLYB: FBrf0232536; RRID:CVCL_IZ06) were cultured in 10% fetal bovine serum (Invitrogen) insect tissue culture medium (Biological industries) as described (Weiss et al., 2014). The experiments were performed at 18°C or 25°C as described in the text. Mycoplasma grows mostly at 30°C or above, hence contamination of S2 cells by mycoplasma is not common.

### Luciferase activity assay

Luciferase measurements from individual flies were performed as previously described (Glaser and Stanewsky, 2005) after 16 hr exposure to 10 mM luciferin (syd labs, MB000102-R70170).

### RNA libraries preparation for RNA-seq

#### 3′ RNA-seq

Flies were entrained for at least 3 days at 18°C, 25°C, or 29°C and collected at six different timepoints (ZT3, ZT7, ZT11, ZT15, ZT19, and ZT23). RNA from the fly heads was extracted using TRIzol reagent (SIGMA). 3′ RNA-seq libraries were prepared as previously described (Afik et al., 2017).

#### Total RNA-seq

RNA from fly heads collected at two or three different time points (ZT3, ZT15, and ZT21 for 18°C and 29°C, and ZT3 and ZT15 for 25°C) was extracted using Trizol and used to generate polyA+ RNA-seq libraries. The library preparation procedure was modified from that described previously (Engreitz et al., 2013) as follows: 0.5 µg of total RNA was polyA+ selected (using Oligo(dT) beads, Invitrogen), fragmented in FastAP buffer (Thermo Scientific) for 3 min at 94°C, then dephosphorylated with FastAP, cleaned (using SPRI beads, Agencourt), and ligated to linker1 (5′-pAXXXXXXXXAGATCGGAAGAGCGTCGTGTAG(ddC)−3′, where XXXXXXXX is an internal barcode that is specific for each sample) using T4 RNA ligase I (NEB). Ligated RNA was bound to silane beads (Dynabeads MyOne, Life Technologies), precipitated, and pooled into a single tube. Reverse transcription was then performed with a specific primer (5′-CCTACACGACGCTCTTCC-3′) using an AffinityScript Multiple Temperature cDNA Synthesis Kit (Agilent Technologies). The RNA from the RNA–DNA hybrids was degraded by incubation in 100 mM NaOH at 70°C for 12 min. The pH of the solution was neutralized by the addition of acetic acid to a final concentration of 75 mM. After purification using silane beads, a second ligation was performed, where the 3′ end of cDNA was ligated to linker2 (5′-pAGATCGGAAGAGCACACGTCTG(3ddC)−3′) using T4 RNA ligase I. The sequences of linker1 and linker2 are partially complementary to the standard Illumina read1 and read2/barcode adapters, respectively. After purification using silane beads, PCR enrichment was performed using primers 1 and 2: (5′-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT-3′, 5′-CAAGCAGAAGACGGCATACGAGATXXXXXXXXGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT-3′, respectively, where XXXXXXXX is barcode sequence) and Phusion HF MasterMix (NEB). Twelve cycles of enrichment were performed. Libraries were purified with 0.7X volume of SPRI beads and characterized using Tapestation. RNA was sequenced as paired-end samples in a NextSeq 500 sequencer (Illumina).

### AGO1 immunoprecipitation followed by small RNA sequencing

The samples were collected at 18°C, 25°C, or 29°C at four different time points (ZT3, ZT9, ZT15, and ZT21). AGO1 immunoprecipitation was performed as previously described (Kadener et al., 2009; Lerner et al., 2015). The small RNA libraries were constructed using NEBNext Small RNA Library Prep Set for Illumina.

### AGO1 immunoprecipitation followed by oligonucleotide microarrays

The samples were collected at 18°C, 25°C, or 29°C. AGO1 immunoprecipitation was performed as previously described (Kadener et al., 2009; Lerner et al., 2015). Input and AGO1 IP Total RNA was extracted from fly heads using TRI reagent (Sigma) according to manufacturer’s protocol. cDNA synthesis was carried out as described in the Expression Analysis Technical Manual (Affymetrix). The cRNA reactions were carried out using the IVT kit (Affymetrix). Affymetrix high-density arrays for *D. melanogaster* version 2.0 were probed, hybridized, stained, and washed according to the manufacturer’s protocol.

### Microarray analysis

The R Bioconductor affy package (http://www.bioconductor.org) was used to normalize and calculate summary values from Affymetrix CEL files using gcRMA (Bioconductor). Gene ontology enrichment analysis was performed as described in Mezan et al. (2013). To determine the enrichment ranking, we ranked the residuals from a linear model. AGO1 IP enrichment was determined by dividing the normalized reads in the IP and the input.

### RNA-seq analysis

The total RNA sequencing reads were aligned to the *D. melanogaster* genome version dm3. Alternative splicing proportion was calculated manually by searching for the exon–exon junction.

For the small RNA sequencing, the reads were processed using miRExpress pipeline (Wang et al., 2009) using miRBase 21 version. The different circadian time points were considered to be independent replicates (n = 4), and the differential gene expression analysis was done using a negative binomial model employing DeSeq2 package on R. A miRNA with p-adjusted value less than 0.05 and an absolute log_2_(fold change) more than one was considered differentially expressed.

For the 3′ RNA-seq data, the circadian analysis was performed using the package MetaCycle (Wu et al., 2016). For each temperature and circadian time point, two replicates were analyzed. To normalize over different library preparations, after normalizing by library size, the counts were divided by the maximum in each replicate. Genes with more than two zero counts in any time point were discarded. The amplitude for each replicate was then calculated as the maximum divided by the minimum for each gene. The JTK algorithm was used for the circadian analysis (Hughes et al., 2010). A gene was considered to be cycling if the JTK p-value was less than 0.05 and the amplitude was more than 1.5.

### Assessment of splice site strength

The splice strength was determined using a publicly available software (Low et al., 2008; Reese et al., 1997). The sequences for *tim* were downloaded from the UCSC genome browser.

### RNA secondary structure at different temperatures

We used the Mfold web server version 2.3 to predict the secondary structures of the 3′ UTRs of each *tim* isoform (Zuker, 2003). For each isoform, we selected the relevant intron as well as the flanking exons. Owing to limitations in the length of the sequence that can be uploaded, for *tim-cold* we used 350 bases from each flanking exon. RNA sequence was downloaded from UCSC fly genome version dm6. The maximum interior/bulge loop size and maximum asymmetry of an interior/bulge loop was set to 30.

### TargetScan analysis of putative miRNA binding to each tim 3′UTR

As not all of the 3′ UTRs for the different *tim* isoforms are annotated, TargetScanFly version 6.1 was run locally (which allows manual entry of the sequences of interest). UTR sequences were downloaded from UCSC dm6 27way conservation. We identified several miRNAs that have the potential to bind to each of the isoforms. We then determined the abundance of these miRNAs from the AGO1 immunoprecipitates followed by small RNA sequencing in order to determine which of those putative miRNAs were expressed in the fly heads. In addition, we defined miRNAs that change in a temperature-dependent manner as those miRNAs that had more than a two-fold, statistically significant (p<0.05), change between 18°C and 29°C.

### Chromatin-bound RNA

Chromatin-bound RNA was isolated as described in Lerner et al. (2015).

### Real-time qRT-PCR analysis

Total RNA was extracted from adult fly heads (or brains) at the mentioned time points using TRI Reagent (Sigma) and treated with DNase I (NEB) following the manufacturer's protocol. cDNA was synthesized from this RNA (using iScript and oligodT primers, Bio-Rad) and diluted 1:60 prior to performing the quantitative real-time PCR using SYBR green (Bio-Rad) in a C1000 Thermal Cycler Bio-Rad. Primers used for amplifying each isoform were: *tim-*sc (5′-AACACAACCAGGAGCATAC-3′ and 5′-ATGGTCCACAAATGTTAAAA-3′), *tim-*M (5′-GGAGACAATGTACGGACTC-3′ and 5′-ATTTCACACAGAGAGAGAGC-3′), *tim-*cold (5′-GCATCTGTGTACGAAAAGGA-3′ and 5′-ATGTAACCTATGTGCGACTC-3′), *tim-L* and *tim-*M (5′-CTCCATGAAGTCCTCGTTC-3′ and 5′-TGTCGCTGTTTAATTCCTTC-3′), and junction between exons 5–6 which are present in all isoforms (5′-AAAAGCAGCCTCATCAACAT-3′ and 5′-AGATAGCTGTAACCCTTGAG-3′).

The PCR mixture was subjected to 95°C for 3 min, followed by 40 cycles of 95°C for 10 s, 55°C for 10 s, and 72°C for 30 s, followed by a melting curve analysis. Fluorescence intensities were plotted against the number of cycles by using an algorithm provided by the manufacturer (CFX Maestro Software, Bio-Rad). The results were normalized against *rp49* (5′-TACAGGCCCAAGATCGTGAA-3′ and 5′-CCATTTGTGCGACAGCTTAG-3′) and *tub* (5′-TGCTCACGAAAAGCTCTCCT-3′ and 5′-CACACACGCACTATCAGCAA-3′) levels.

### PER and HA immunoprecipitations

S2 cells transfected with pAcPerV5, pAcTim-L-HA, and/or pAcTim-SC-HA were harvested 48 hr post-transfection. Cells were washed with 1xPBS and resuspended in 100 µl of lysis buffer (1% NP40, 20 mM Tris, pH 7.4, 150 mM NaCl, 10% glycerol, proteinase inhibitor [Roche]). The lysates were incubated for 15 min on ice and centrifuged at 14,000 rpm for 15 min at 4°C. A aliquot of 10 µl of the supernatant was used as input. The rest of the supernatant (~90 µL) was incubated with 10 µg of α-PER or α-HA for 2 hr at 4°C with rotation. Afterwards, 45 µL of Protein G Magnetic beads (S1430S, NEB) were added for 1 hr at 4°C with rotation. Using a magnetic stand, the beads were washed three times with lysis buffer, before analysis by western blot.

### Western blotting

Protein was extracted from fly heads and western blot was performed as described (Weiss et al., 2014). The antibodies used were as follows: rat anti-TIM (1:30,000, a kind gift from Michael Rosbash), mouse anti-FLAG-M2 (1:20,000; Sigma F3165), rabbit anti-PER (1:1,000, a kind gift from Paul Hardin, Texas A and M), rabbit anti-GFP (1:1,000, Genesee), mouse anti-HA (1:1,000, Roche), and mouse anti-Tub (1:20,000, DM1A, Sigma). Quantifications were done utilizing Image J software.

### Assessment of the locomotor behavior

Male flies were placed into a glass tube containing 2% agarose and 5% sucrose food, and their activity was monitored using Trikinetics *Drosophila* Activity Monitors. Flies were maintained for 4 days in 12:12 LD and 5 days in DD. The experiments were performed at 18°C, 25°C, or 29°C as indicated. Analyses were performed with a signal processing toolbox (Levine et al., 2002).

All the activity assessments were done in LD. For the calculation of the beginning of the evening and morning activity component, the activity of flies was analyzed individually at 30 min intervals. The criteria were: (1) a trend of increasing activity, (2) no more than 1/3 of the bins can be outliers, and (3) a reduction of less than 10% of the activity was not counted as an outlier. Only flies in which an evening or morning activity component was clearly distinguishable were included in this analysis.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE124134, 124135, 124141, 123142, 124200 and 124201. The following datasets were generated: MartinAnduaga AEvantalNPatopILBartokOWeissRKadenerS2019Small RNA seq from Ago1-IP of fly heads at different temperatures and circadian timepointsNCBI Gene Expression OmnibusGSE124134 MartinAnduaga AEvantalNPatopILBartokOWeissRKadenerS2019total mRNA seq from fly heads at different temperatures and circadian timepointsNCBI Gene Expression OmnibusGSE124135 MartinAnduaga AEvantalNPatopILBartokOWeissRKadenerS20193' end RNA seq from fly heads at different temperatures and circadian timepointsNCBI Gene Expression OmnibusGSE124141 MartinAnduaga AEvantalNPatopILBartokOWeissRKadenerS2019Total RNA from different species fly headsNCBI Gene Expression OmnibusGSE123142 MartinAnduaga AEvantalNPatopILBartokOWeissRKadenerS20193' end RNA seq from fly heads at different temperatures and circadian timepointsNCBI Gene Expression OmnibusGSE124200 MartinAnduaga AEvantalNPatopILBartokOWeissRKadenerS2019Expression data from Drosophila heads at different temperatues, after AGO1 immnuprecipitation or input [microarray]NCBI Gene Expression OmnibusGSE124201

## References

[bib1] Afik S, Bartok O, Artyomov MN, Shishkin AA, Kadri S, Hanan M, Zhu X, Garber M, Kadener S (2017). Defining the 5' and 3' landscape of the Drosophila transcriptome with Exo-seq and RNaseH-seq. Nucleic Acids Research.

[bib2] Agarwal V, Bell GW, Nam J-W, Bartel DP (2015). Predicting effective microRNA target sites in mammalian mRNAs. eLife.

[bib3] Allada R, Chung BY (2010). Circadian organization of behavior and physiology in Drosophila. Annual Review of Physiology.

[bib4] Baralle FE, Giudice J (2017). Alternative splicing as a regulator of development and tissue identity. Nature Reviews Molecular Cell Biology.

[bib5] Bartok O, Kyriacou CP, Levine J, Sehgal A, Kadener S (2013). Adaptation of molecular circadian clockwork to environmental changes: a role for alternative splicing and miRNAs. Proceedings of the Royal Society B: Biological Sciences.

[bib6] Blau J, Young MW (1999). Cycling *vrille* expression is required for a functional *Drosophila* clock. Cell.

[bib7] Boothroyd CE, Wijnen H, Naef F, Saez L, Young MW (2007). Integration of light and temperature in the regulation of circadian gene expression in Drosophila. PLOS Genetics.

[bib8] Buchumenski I, Bartok O, Ashwal-Fluss R, Pandey V, Porath HT, Levanon EY, Kadener S (2017). Dynamic hyper-editing underlies temperature adaptation in Drosophila. PLOS Genetics.

[bib9] Cáceres JF, Kornblihtt AR (2002). Alternative splicing: multiple control mechanisms and involvement in human disease. Trends in Genetics.

[bib10] Chen X, Rosbash M (2016). *mir-276a* strengthens *Drosophila* circadian rhythms by regulating *timeless* expression. PNAS.

[bib11] Collins BH, Rosato E, Kyriacou CP (2004). Seasonal behavior in *Drosophila* Melanogaster requires the photoreceptors, the circadian clock, and phospholipase C. PNAS.

[bib12] de la Mata M, Alonso CR, Kadener S, Fededa JP, Blaustein M, Pelisch F, Cramer P, Bentley D, Kornblihtt AR (2003). A slow RNA polymerase II affects alternative splicing in vivo. Molecular Cell.

[bib13] Dissel S, Hansen CN, Özkaya Ö, Hemsley M, Kyriacou CP, Rosato E (2014). The logic of circadian organization in *Drosophila*. Current Biology.

[bib14] Emery P, So WV, Kaneko M, Hall JC, Rosbash M (1998). CRY, a *Drosophila* clock and light-regulated *cryptochrome*, is a major contributor to circadian rhythm resetting and photosensitivity. Cell.

[bib15] Engreitz JM, Pandya-Jones A, McDonel P, Shishkin A, Sirokman K, Surka C, Kadri S, Xing J, Goren A, Lander ES, Plath K, Guttman M (2013). The xist lncRNA exploits three-dimensional genome architecture to spread across the X chromosome. Science.

[bib16] Fathallah-Shaykh HM, Bona JL, Kadener S (2009). Mathematical model of the Drosophila circadian clock: loop regulation and transcriptional integration. Biophysical Journal.

[bib17] Foley LE, Ling J, Joshi R, Evantal N, Kadener S, Emery P (2019). *Drosophila* PSI controls circadian period and the phase of circadian behavior under temperature cycle via *tim* splicing. eLife.

[bib18] Förstemann K, Horwich MD, Wee L, Tomari Y, Zamore PD (2007). Drosophila microRNAs are sorted into functionally distinct argonaute complexes after production by dicer-1. Cell.

[bib19] Fu Y, Sander JD, Reyon D, Cascio VM, Joung JK (2014). Improving CRISPR-Cas nuclease specificity using truncated guide RNAs. Nature Biotechnology.

[bib20] Ge DT, Tipping C, Brodsky MH, Zamore PD (2016). Rapid screening for CRISPR-Directed editing of the Drosophila genome using white coconversion. G3: Genes|Genomes|Genetics.

[bib21] Glaser FT, Stanewsky R (2005). Temperature synchronization of the *Drosophila* circadian clock. Current Biology.

[bib22] Grima B, Chélot E, Xia R, Rouyer F (2004). Morning and evening peaks of activity rely on different clock neurons of the *Drosophila* brain. Nature.

[bib23] Hall JC (2003). Genetics and molecular biology of rhythms in Drosophila and other insects. Advances in Genetics.

[bib24] Hardin PE (2011). Molecular genetic analysis of circadian timekeeping in *Drosophila*. Advances in Genetics.

[bib25] Hardin PE, Panda S (2013). Circadian timekeeping and output mechanisms in animals. Current Opinion in Neurobiology.

[bib26] Harms E, Kivimäe S, Young MW, Saez L (2004). Posttranscriptional and posttranslational regulation of clock genes. Journal of Biological Rhythms.

[bib27] Helfrich-Förster C (2003). The neuroarchitecture of the circadian clock in the brain of Drosophila Melanogaster. Microscopy Research and Technique.

[bib28] Hughes ME, Hogenesch JB, Kornacker K (2010). JTK_CYCLE: an efficient nonparametric algorithm for detecting rhythmic components in genome-scale data sets. Journal of Biological Rhythms.

[bib29] Im SH, Li W, Taghert PH (2011). 'PDFR and CRY signaling converge in a subset of clock neurons to modulate the amplitude and phase of circadian behavior in Drosophila'. PLOS ONE.

[bib30] Ito C, Goto SG, Tomioka K, Numata H (2011). Temperature entrainment of the circadian cuticle deposition rhythm in Drosophila Melanogaster. Journal of Biological Rhythms.

[bib31] Iwakawa HO, Tomari Y (2015). The functions of MicroRNAs: mrna decay and translational repression. Trends in Cell Biology.

[bib32] Jakšić AM, Schlötterer C (2016). The interplay of temperature and genotype on patterns of alternative splicing in Drosophila Melanogaster. Genetics.

[bib33] Kadener S, Menet JS, Schoer R, Rosbash M (2008). Circadian transcription contributes to core period determination in Drosophila. PLOS Biology.

[bib34] Kadener S, Menet JS, Sugino K, Horwich MD, Weissbein U, Nawathean P, Vagin VV, Zamore PD, Nelson SB, Rosbash M (2009). A role for microRNAs in the *Drosophila* circadian clock. Genes & Development.

[bib35] Kaneko M, Hall JC (2000). Neuroanatomy of cells expressing clock genes in *Drosophila*: transgenic manipulation of the *period* and *timeless* genes to mark the perikarya of circadian pacemaker neurons and their projections. The Journal of Comparative Neurology.

[bib36] Kidd PB, Young MW, Siggia ED (2015). Temperature compensation and temperature sensation in the circadian clock. PNAS.

[bib37] Ko WY, David RM, Akashi H (2003). 'Molecular phylogeny of the Drosophila melanogaster species subgroup'. Journal of Molecular Evolution.

[bib38] Koh K, Zheng X, Sehgal A (2006). JETLAG resets the *Drosophila* circadian clock by promoting light-induced degradation of TIMELESS. Science.

[bib39] Kojima S, Shingle DL, Green CB (2011). Post-transcriptional control of circadian rhythms. Journal of Cell Science.

[bib40] Konopka RJ, Benzer S (1971). Clock mutants of *Drosophila* Melanogaster. PNAS.

[bib41] Kuntz SG, Eisen MB (2014). Drosophila embryogenesis scales uniformly across temperature in developmentally diverse species. PLOS Genetics.

[bib42] Lerner I, Bartok O, Wolfson V, Menet JS, Weissbein U, Afik S, Haimovich D, Gafni C, Friedman N, Rosbash M, Kadener S (2015). Clk post-transcriptional control denoises circadian transcription both temporally and spatially. Nature Communications.

[bib43] Levine JD, Funes P, Dowse HB, Hall JC (2002). Signal analysis of behavioral and molecular cycles. BMC Neuroscience.

[bib44] Li Y, Guo F, Shen J, Rosbash M (2014). PDF and cAMP enhance PER stability in *Drosophila* clock neurons. PNAS.

[bib45] Lim C, Allada R (2013). Emerging roles for post-transcriptional regulation in circadian clocks. Nature Neuroscience.

[bib46] Lin FJ, Song W, Meyer-Bernstein E, Naidoo N, Sehgal A (2001). Photic signaling by cryptochrome in the Drosophila circadian system. Molecular and Cellular Biology.

[bib47] Low KH, Lim C, Ko HW, Edery I (2008). Natural variation in the splice site strength of a clock gene and species-specific thermal adaptation. Neuron.

[bib48] Majercak J, Sidote D, Hardin PE, Edery I (1999). How a circadian clock adapts to seasonal decreases in temperature and day length. Neuron.

[bib49] Majercak J, Chen WF, Edery I (2004). Splicing of the *period* gene 3'-terminal intron is regulated by light, circadian clock factors, and phospholipase C. Molecular and Cellular Biology.

[bib50] Markow TA, O'Grady PM (2007). Drosophila biology in the genomic age. Genetics.

[bib51] McDonald MJ, Rosbash M (2001). Microarray analysis and organization of circadian gene expression in Drosophila. Cell.

[bib52] Mezan S, Ashwal-Fluss R, Shenhav R, Garber M, Kadener S (2013). Genome-wide assessment of post-transcriptional control in the fly brain. Frontiers in Molecular Neuroscience.

[bib53] Mezan S, Feuz JD, Deplancke B, Kadener S (2016). PDF signaling is an integral part of the Drosophila circadian molecular oscillator. Cell Reports.

[bib54] Montelli S, Mazzotta G, Vanin S, Caccin L, Corrà S, De Pittà C, Boothroyd C, Green EW, Kyriacou CP, Costa R (2015). Period and *timeless* mRNA splicing profiles under natural conditions in *Drosophila* Melanogaster. Journal of Biological Rhythms.

[bib55] Myers MP, Wager-Smith K, Wesley CS, Young MW, Sehgal A (1995). Positional cloning and sequence analysis of the *Drosophila* clock gene, *timeless*. Science.

[bib56] Nawathean P, Rosbash M (2004). The doubletime and CKII kinases collaborate to potentiate Drosophila PER transcriptional repressor activity. Molecular Cell.

[bib57] Ogueta M, Hardie RC, Stanewsky R (2018). Non-canonical phototransduction mediates synchronization of the Drosophila Melanogaster circadian clock and retinal light responses. Current Biology.

[bib58] Ousley A, Zafarullah K, Chen Y, Emerson M, Hickman L, Sehgal A (1998). 'Conserved regions of the *timeless* (*tim*) clock gene in Drosophila analyzed through phylogenetic and functional studies'. Genetics.

[bib59] Ozkaya O, Rosato E (2012). The circadian clock of the fly: a neurogenetics journey through time. Advances in Genetics.

[bib60] Peng Y, Stoleru D, Levine JD, Hall JC, Rosbash M (2003). Drosophila free-running rhythms require intercellular communication. PLOS Biology.

[bib61] Petrillo E, Sanchez SE, Kornblihtt AR, Yanovsky MJ (2011). Alternative splicing adds a new loop to the circadian clock. Communicative & Integrative Biology.

[bib62] Pilorz V, Helfrich-Förster C, Oster H (2018). The role of the circadian clock system in physiology. Pflügers Archiv - European Journal of Physiology.

[bib63] Port F, Chen HM, Lee T, Bullock SL (2014). Optimized CRISPR/Cas tools for efficient germline and somatic genome engineering in Drosophila. PNAS.

[bib64] Port F, Bullock SL (2016). Augmenting CRISPR applications in Drosophila with tRNA-flanked sgRNAs. Nature Methods.

[bib65] Reese MG, Eeckman FH, Kulp D, Haussler D (1997). Improved splice site detection in genie. Journal of Computational Biology.

[bib66] Roessingh S, Wolfgang W, Stanewsky R (2015). Loss of *Drosophila* Melanogaster TRPA1 function affects "Siesta" Behavior but Not Synchronization to Temperature Cycles. Journal of Biological Rhythms.

[bib67] Rothenfluh A, Abodeely M, Price JL, Young MW (2000). 'Isolation and analysis of six timeless alleles that cause short- or long-period circadian rhythms in Drosophila'. Genetics.

[bib68] Russo CA, Takezaki N, Nei M (1995). 'Molecular phylogeny and divergence times of drosophilid species'. Molecular Biology and Evolution.

[bib69] Saez L, Young MW (1996). Regulation of nuclear entry of the *Drosophila* clock proteins period and timeless. Neuron.

[bib70] Sanchez SE, Petrillo E, Beckwith EJ, Zhang X, Rugnone ML, Hernando CE, Cuevas JC, Godoy Herz MA, Depetris-Chauvin A, Simpson CG, Brown JW, Cerdán PD, Borevitz JO, Mas P, Ceriani MF, Kornblihtt AR, Yanovsky MJ (2010). A methyl transferase links the circadian clock to the regulation of alternative splicing. Nature.

[bib71] Sanchez SE, Petrillo E, Kornblihtt AR, Yanovsky MJ (2011). Alternative splicing at the right time. RNA Biology.

[bib72] Schlichting M, Menegazzi P, Lelito KR, Yao Z, Buhl E, Dalla Benetta E, Bahle A, Denike J, Hodge JJ, Helfrich-Förster C, Shafer OT (2016). A neural network underlying circadian entrainment and photoperiodic adjustment of sleep and activity in *Drosophila*. Journal of Neuroscience.

[bib73] Sehgal A, Price JL, Man B, Young MW (1994). Loss of circadian behavioral rhythms and *per* RNA oscillations in the *Drosophila* mutant *timeless*. Science.

[bib74] Seluzicki A, Flourakis M, Kula-Eversole E, Zhang L, Kilman V, Allada R (2014). Dual PDF signaling pathways reset clocks via TIMELESS and acutely excite target neurons to control circadian behavior. PLOS Biology.

[bib75] Shafer OT, Helfrich-Förster C, Renn SC, Taghert PH (2006). Reevaluation of *Drosophila* Melanogaster's neuronal circadian pacemakers reveals new neuronal classes. The Journal of Comparative Neurology.

[bib76] Shakhmantsir I, Nayak S, Grant GR, Sehgal A (2018). Spliceosome factors target timeless (*tim*) mRNA to control clock protein accumulation and circadian behavior in Drosophila. eLife.

[bib77] Stoleru D, Peng Y, Agosto J, Rosbash M (2004). Coupled oscillators control morning and evening locomotor behaviour of *Drosophila*. Nature.

[bib78] Stoleru D, Peng Y, Nawathean P, Rosbash M (2005). A resetting signal between *Drosophila* pacemakers synchronizes morning and evening activity. Nature.

[bib79] Taghert PH, Shafer OT (2006). Mechanisms of clock output in the *Drosophila* circadian pacemaker system. Journal of Biological Rhythms.

[bib80] Wang WC, Lin FM, Chang WC, Lin KY, Huang HD, Lin NS (2009). miRExpress: analyzing high-throughput sequencing data for profiling microRNA expression. BMC Bioinformatics.

[bib81] Wang Q, Abruzzi KC, Rosbash M, Rio DC (2018). Striking circadian neuron diversity and cycling of Drosophila alternative splicing. eLife.

[bib82] Weiss R, Bartok O, Mezan S, Malka Y, Kadener S (2014). Synergistic interactions between the molecular and neuronal circadian networks drive robust behavioral circadian rhythms in Drosophila Melanogaster. PLOS Genetics.

[bib83] Wijnen H, Naef F, Boothroyd C, Claridge-Chang A, Young MW (2006). Control of daily transcript oscillations in Drosophila by light and the circadian clock. PLOS Genetics.

[bib84] Wolfgang W, Simoni A, Gentile C, Stanewsky R (2013). The pyrexia transient receptor potential channel mediates circadian clock synchronization to low temperature cycles in Drosophila Melanogaster. Proceedings of the Royal Society B: Biological Sciences.

[bib85] Wu G, Anafi RC, Hughes ME, Kornacker K, Hogenesch JB (2016). MetaCycle: an integrated R package to evaluate periodicity in large scale data. Bioinformatics.

[bib86] Xue Y, Zhang Y (2018). Emerging roles for microRNA in the regulation of *Drosophila* circadian clock. BMC Neuroscience.

[bib87] Yang Y, Edery I (2019). Daywake, an Anti-siesta gene linked to a Splicing-Based thermostat from an adjoining clock gene. Current Biology.

[bib88] Yang Z, Sehgal A (2001). Role of molecular oscillations in generating behavioral rhythms in *Drosophila*. Neuron.

[bib89] Yoshii T, Rieger D, Helfrich-Förster C (2012). Two clocks in the brain: an update of the morning and evening oscillator model in *Drosophila*. Progress in Brain Research.

[bib90] Yu W, Zheng H, Houl JH, Dauwalder B, Hardin PE (2006). PER-dependent rhythms in CLK phosphorylation and E-box binding regulate circadian transcription. Genes & Development.

[bib91] Zhang Z, Cao W, Edery I (2018). The SR protein B52/SRp55 regulates splicing of the period thermosensitive intron and mid-day siesta in Drosophila. Scientific Reports.

[bib92] Zhou J, Yu W, Hardin PE (2016). CLOCKWORK ORANGE enhances PERIOD mediated rhythms in transcriptional repression by antagonizing E-box binding by CLOCK-CYCLE. PLOS Genetics.

[bib93] Zuker M (2003). Mfold web server for nucleic acid folding and hybridization prediction. Nucleic Acids Research.

How the deposited data were processed for this re-analysis (not part of the article)

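PolyA+ RNA-seq libraries from fly heads entrained at 18°C, 25°C or 29°C were analysed, with 3 libraries at 18°C (ZT3, ZT15 and ZT21), 2 at 25°C (ZT3 and ZT15) and 3 at 29°C (ZT3, ZT15 and ZT21). The time points follow the paper's methods, and the sample labels give 23 in place of 21 for the last one. Each temperature and time point has 1 library, so the time points served as the replicates of a temperature, as in the paper's small RNA analysis. The pairing of libraries by replicate number is therefore a pairing by time point.

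The authors sequenced the libraries as paired ends, aligned the reads to dm3 and deposited the coverage of each annotated transcript, averaged per base pair. The aligner, the program that averaged the coverage, the annotation release and any scaling are not named in the paper's text. The deposited coverage values are not whole numbers, and they sum to between 92886 and 108550 per library. The number of reads per library cannot be taken from them, so no test for counts was used and no counting error is given. Precision was judged from the spread between libraries alone. Of the 18387 listed transcripts, 274 are at 0 in every library. Gene symbols were matched for 11288 of the 11500 genes.

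Each library was scaled to a sum of 1000000 and values were taken as log2(scaled value + 1). Transcripts with a mean scaled value of at least 1 over the 8 libraries were kept, 14799 in all. Differences between temperatures were tested with limma 3.58.1 in R 4.3.3, in a single model over all 8 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. Changes in transcript use were tested with limma's diffSplice on the same values, with transcripts in the place of exons. Shares of single transcripts, summed gene levels and means of gene sets were tested with two-sided exact permutation tests of the slope on temperature, over 560 assignments or, within time points, 72. Ribosomal protein, cuticle and chaperone genes were taken by the prefix of their symbols. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15, and annotation was read from BDGP6, since no annotation of dm3 was at hand.

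The tests were tried on simulated data with 200 changed items. limma recovered 90.0% of transcripts changed by 1.5 on the log2 scale, with 13 false calls among 193. diffSplice recovered 88.5% of genes in which 1 transcript changed by 1 on the log2 scale, with 0 false calls among 177. The ratio test recovered 100% of them, with 10 false calls among 210. The permutation test gave p under 0.05 in 4.9% of 1000 simulations without an effect.

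The tests at the claims, the alternatives and the rule for the genes named in the text were set before the data were examined, except for the test of transcript to gene ratios and its version with a replicate block, which were chosen after seeing the data. Tests of explanations for single patterns and of other splits of the libraries were also chosen after the results had been seen. Named genes are the clock and splicing genes that the paper names, the 10 genes with the smallest adjusted p for transcript use, and the 5 largest rises and 5 largest falls between 18°C and 29°C among transcripts past the threshold whose libraries at the 2 temperatures do not overlap. The alternatives were pseudocounts of 0.1 and 5, no filter on low values, a minimum mean of 5, scaling to the 75th percentile, quantile normalization, the time point as a block, limma's trend option and leaving out each library in turn. A test for counts with DESeq2, planned in case the values were counts, was not run. Shares of per transcripts were not analysed here, since per has 1 listed transcript. The 3′ RNA-seq, microarray, small RNA and AGO1 datasets were not used here.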

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

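All tests in this part were chosen after the results that they examine had been seen.

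In the library of 29°C at ZT15, 237 transcripts with a scaled value of at least 1 lay more than 20-fold above their values in every other library, while the other 7 libraries had 0 such transcripts. The library also had fewer transcripts at 0, 590 against 1435 to 1612 elsewhere. Among the 237 were Jon65Aiv (355 against at most 0.74 elsewhere) and EbpII (211 against at most 0.38). A candidate explanation is RNA from tissues outside the head. It was tested with lists of genes known from 4 tissues, written after many of the 237 transcripts had been seen, and 10000 random lists of the same size matched on mean level. With all listed genes the median log2 rise was 4.23 for the accessory gland, 1.75 for the testis, 5.96 for the midgut and 0.60 for the ovary, at percentiles of 100, 100, 100 and 96.6. With the genes seen beforehand left out, 2 of the 4 lists remained above 95% of the random lists. These were the accessory gland (5 genes, median rise 2.57, percentile 100) and the testis (13 genes, 0.65, percentile 99.2), while the ovary (13 genes, 0.41) was at 87 and fewer than 2 midgut genes were left. Leaving out every gene over 20-fold removes the genes that rose most by design, so this version shows nothing for or against the explanation. It left only 1 list above 95%, the accessory gland with 2 genes at 95.3, and put the testis at 68.3. A list of larval genes was at percentile 0.60. The temperature of 29°C and the time of day were tested on the 32 listed body genes not seen beforehand, since those seen were picked for being low elsewhere. Their median log2 difference was 0 between the other 29°C libraries and those at 18°C and 25°C, and 0 between ZT15 at 18°C and 25°C and the other time points. Low genes outside the lists rose by 0.14 (median of 3029 genes), against 1.58 for the 29 low listed genes not seen beforehand, so a different detection of low transcripts was not seen at that size. An effect of 29°C at ZT15 alone was not tested, since no other library has both. RNA from other tissues may therefore account for the accessory gland and testis transcripts. For the ovary and midgut this remains open, since the ovary list was not above 95% of random lists and too few midgut genes were left, and the library has no replicate at its time point. Without it, 4407 transcripts changed between 18°C and 29°C, of which 3762 were among the 4325 of the fit with all libraries.

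The yolk protein genes Yp1, Yp2 and Yp3, which the paper's text does not discuss, had summed scaled values of 48079 and 43682 in the libraries at 25°C and between 9915 and 20014 in the others. The log2 difference was 1.55 (exact permutation test over 28 splits, p = 0.0357, the smallest p possible). More female heads at 25°C were tested through 2 genes known from male heads, Cyp4d21 and sxe2. Their mean was higher at 25°C by 0.64 on the log2 scale and not lower. Both genes are known from the fat body of male heads, so more fat body could raise them at any sex ratio, and more female heads cannot be excluded. Library scaling was not the source, since the difference was 1.69 when libraries were scaled to the 75th percentile and 0.91 under quantile normalization. More fat body at 25°C remains as another candidate explanation, since 3 other fat body genes were above 99.76% of random lists, with a median rise of 0.43. With 2 libraries at 25°C, an effect of the temperature itself cannot be told apart from a difference in the sex of the flies or in the tissue taken with the heads.

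DptB, an antimicrobial peptide gene that the paper's text does not discuss, had the largest rise between 18°C and 29°C among the named transcripts. Its log2 change was 4.67 (standard error 0.41, adjusted p = 0.00054 from limma with Benjamini-Hochberg adjustment), and all 3 libraries at 29°C were above all 3 at 18°C. AttC rose by 3.30. The other 7 listed members of the family had a median rise of 0.77, above 99.85% of random lists matched on mean level. The median is the rise of CecA2, a low gene with mean scaled values of 0.15 at 18°C and 1.02 at 29°C. AttD was also low, at 0.98 and 1.00. Of the 7 members, 7 rose under scaling to the library sum or the 75th percentile, against 6 of 7 under quantile normalization. An infection in 1 library at 29°C would leave the other libraries low, but 3 of 3 libraries at 29°C had a higher mean than every library at 18°C, although that of 29°C at ZT3 did so narrowly (2.04 against 1.98 on the log2 scale). The median rise was 0.84 under scaling to the 75th percentile and 0.67 under quantile normalization, so that library scaling was not its source. At ZT3, however, 4 of the 7 members were lower at 29°C than at 18°C under scaling to the library sum or quantile normalization and 3 of 7 under scaling to the 75th percentile, and the mean at 25°C and ZT3 (2.26) was above that at 29°C and ZT3. The rise of these 7 members therefore rests on the libraries of 29°C at ZT15 and ZT21. That of ZT15 is the library that may hold RNA from other tissues, which was not tested as a source of these transcripts. Without that library the log2 change of DptB was 4.12. A difference in bacterial load between the cultures was not tested, so that a rise of the family with temperature cannot be told apart from it.

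The share of CG32490-RE in cpx, a gene that the paper's text does not discuss, was higher at 29°C than at 18°C by 3.18 percentage points. At 25°C it was 2.46% ± 0.47 (SD, n = 2), below its mean of 3.11% at 18°C. The time of day was tested as an explanation in 2 ways. The share ranged over 3.48 points between the time points at 29°C and 2.45 points at 18°C, but these ranges of single libraries cannot decide, since both temperatures hold the same time points. With the time point as a replicate block, the adjusted p of cpx was 1.3e-11 (limma's diffSplice), and the share was higher at 29°C at 3 of 3 time points. The error behind this p is pooled over all tested transcripts of cpx, so it does not measure the spread of CG32490-RE alone. In the ratio test, chosen after seeing the data, cpx was not called, with an adjusted p of 0.0787 from limma with the same block and 0.316 without it, and over all alternatives its adjusted p lay between 1.3e-11 and 0.316. The time of day therefore does not account for the difference, although the call of cpx depends on the test, and nearby genes on either strand were not tested as a source of the coverage.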

How the results depend on the processing

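The depth of the libraries is unknown, so the values show no limit of detection, and with 3 libraries against 3 the permutation of a single value cannot go below 0.1. All counts below are at an adjusted p under 0.05 from limma unless stated. Causes of the changes were not tested.

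The number of transcripts changed between 18°C and 29°C, 4325, was within 1.5 times of that number under each alternative except 3 that left out a library. It was 4214 and 4425 with pseudocounts of 0.1 and 5, 4296 without a filter, 3984 with a minimum mean of 5, 4385 with limma's trend option, 5177 with scaling to the 75th percentile, 4812 with quantile normalization and 6369 with the time point as a replicate block. The 8 fits that each left out a library gave from 2355 to 4536, and the fits without either library at 25°C were identical. The direction depended on the scaling. The share of changed transcripts that were higher at 29°C was 38.5% with the library sum, 68.7% with the 75th percentile and 52.5% with quantile normalization, while the median log2 change of all transcripts was -0.083, 0.105 and 0.0082.

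Counts with the libraries at 25°C moved more. Between 18°C and 25°C there were 1214 changed transcripts, against 594 with a pseudocount of 0.1, 784 without a filter, 637 with quantile normalization and 3639 with the replicate block. The share higher at 25°C was 19.4%, against 74.3% of the 852 with scaling to the 75th percentile and 60.9% of those with quantile normalization. Between 25°C and 29°C there were 138, against 69 and 363 with pseudocounts of 0.1 and 5, 266 without a filter, 289 with a minimum mean of 5, 335 with scaling to the 75th percentile, 411 with quantile normalization, 726 with the replicate block and 336 with limma's trend option. The share higher at 29°C was 38.4%, against 60.9% without a filter, 28.5% with quantile normalization and 56.9% with the replicate block. Leaving out a library of 18°C or 29°C gave from 5 to 1767 transcripts between 18°C and 25°C and from 11 to 265 between 25°C and 29°C. Fits for these 2 comparisons that left 1 library at 25°C were not made.

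The number of genes with changed transcript use, 6, was 5 to 8 under the alternatives of diffSplice that kept all libraries and 6 with the replicate block. It was 14 in the ratio test, which was chosen after seeing the data, and 8 in its version with a replicate block. The 8 fits that each left out a library gave from 0 to 6 genes, with 19 genes at an unadjusted p under 0.05 where there were 0. Of 17 alternatives, the gene was no longer called in 3 for cpx, 5 for vir-1, 8 for CG7215, 4 for eIF4EHP, 7 for CG1637 and 11 for CG8229. Among the genes not called, gfzf was called in 2 alternatives, Atg10 in 1 and CG32425 in 3. The 10 named transcripts kept their direction and their side of the threshold in every alternative.

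The number of tim transcripts with a changed share was 0 under each alternative that kept both libraries at 25°C, with 0 to 2 at an unadjusted p under 0.05, and each of the 8 kept its direction. No p values are given for fits with 1 library at 25°C. The number for Clk, vri and Pdp1 was also 0, with 0 to 3 at an unadjusted p under 0.05. Over the fits that left out a library, the difference of CG14029-RD of vri ranged from -0.15 to 0.16 percentage points and that of CG17888-RF of Pdp1 from -0.16 to 0.38, with reversals in 3 and 1 of the fits. Leaving transcripts with a mean scaled value under 1 out of the shares removed no transcript.

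The rise of summed tim lay between 0.04 and 1.46 over the fits that left out a library, and none of its p values passed 0.05. No clock gene changed in summed level under any alternative, with 0 at an unadjusted p under 0.05, but signs of their small log2 differences between 18°C and 29°C reversed. With the 75th percentile they became 0.066 for cyc, 0.073 for vri, 0.16 for Pdp1 and 0.00024 for cwo, and with quantile normalization 0.036 for vri and 0.20 for Pdp1. Over the 8 fits that left out a library they reversed in some fits for 5 genes, ranging from -0.68 to 0.062 for per, from -0.12 to 0.48 for Clk, from -0.92 to 0.46 for vri, from -0.32 to 0.17 for Pdp1 and from -0.20 to 0.41 for cry. Leaving out a library of 18°C or 29°C unbalances the time points. These ranges and that of tim therefore include the changes over the day.

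The ribosomal protein and cuticle genes kept their direction and stayed under 0.05 in each alternative, with differences from 0.79 to 0.86 and from -1.08 to -0.79 over the fits that left out a library. The rise of the chaperone genes, 0.49 with an adjusted p of 0.0393 (exact permutation test), stayed at 0.49 with temperatures permuted within time points, as a replicate block, but with an adjusted p of 0.111. It ranged from 0.41 to 0.58 over the fits that left out a library, of which 5 with 2 libraries at 25°C gave adjusted p values from 0.0571 to 0.110. DESeq2 was not run because the values are not counts, limma's trend option does not apply to the share tests, and per gave no shares.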

Differences from the paper's values

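The paper's text gives no value for a measure computed here, since its isoform proportions come from counts of junctions. Its statements on tim, Hsf and per were compared with the coverage of whole transcripts.

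The paper states that temperature greatly changes the splicing of tim, and its evidence includes isoform-specific qRT-PCR and minigenes. Here diffSplice gave tim an adjusted p of 1.00 with a largest log2 difference of -0.16, and the largest change in share between 18°C and 29°C was -1.10 percentage points for CG3234-RC, lower in 3 of 3 libraries at 29°C. This p does not show that the use of tim transcripts was unchanged, because a single tim transcript would have needed a log2 difference of 6.43 to be called by diffSplice. No alternative called tim. The closest was the test of transcript to gene ratios, which was chosen after seeing the data (adjusted p = 0.0549 from limma), and the adjusted p over all alternatives lay between 0.0549 and 1.

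The paper proposes that Hsf is among the few genes whose transcripts are regulated by temperature. Here its adjusted p was 1.00 from limma's diffSplice, with a largest log2 difference of 0.014, where 0.60 would have been needed for a call. This p does not show that the use of Hsf transcripts was unchanged. Every library at 29°C had a higher share of CG5748-RA than every library at 18°C. Over all alternatives the adjusted p lay between 0.0861, in the ratio test chosen after seeing the data, and 1, so that no alternative called Hsf.

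The paper also names per, whose single listed transcript allows no such comparison.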

Other observations

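The tests of other splits, gene length and library scaling in this part were chosen after the results had been seen.

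Between 18°C and 29°C 4325 of 14799 transcripts had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, 1667 higher and 2658 lower at 29°C. With the time point as a replicate block the number was 6369, and 4315 transcripts were in both. For 7392 transcripts (49.9%) the libraries at 18°C and 29°C did not overlap, where chance gives 10%. Between 18°C and 25°C 1214 transcripts changed, and between 25°C and 29°C 138. The first principal component held 46.5% of the variance and ordered the libraries by temperature. Of the 10 splits of the 6 libraries at 18°C and 29°C, 4 part all 3 pairs of the same time point, and the other 6 part 1 pair. Of these 4 splits only 1, the real one, gave as many changed transcripts, only 1 gave as many genes by diffSplice, and only 1 gave as many by the ratio test. All other splits gave 0. A count over 4 splits cannot give a share under 0.05, so it does not decide on chance. Library scaling changes the direction of the changes: the share of changed transcripts higher at 29°C was 38.5% with the library sum and 68.7% with the 75th percentile, so that no overall direction can be given.

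The largest rises at 29°C were those of DptB (log2 change 4.67), CG10332 and IM18 (4.27 for both, which share a BDGP6 interval and have identical values), AttC (3.30) and CG9377 (3.18). The largest falls were those of CG7214 (-4.73), CG13065 (-3.73), CG13063 (-3.58), CG14118 (-3.56) and CG13044 (-3.51). Each had non-overlapping libraries at the 2 temperatures, 3 of 3 against 3 of 3. In BDGP6, DptB, AttC and CG13044 overlap a gene on the other strand, whose reads the averages could include, since the use of strand is not stated.

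The paper reports gene groups from microarrays compared with 25°C. Ribosomal protein, cuticle and chaperone genes were examined here as the mean log2 level per library, with a test of the slope over the 3 temperatures, which is another comparison than the paper's. Metabolic genes were not analysed here. Ribosomal protein genes (82) were at 10.27 at 18°C, 10.72 at 25°C and 11.09 at 29°C (exact permutation test, p = 0.0018, the smallest possible, and 0.0054 after adjustment over 3 sets), and all 82 were higher at 29°C than at 18°C. Cuticle genes (43) were at 3.94, 3.35 and 3.04 (exact permutation test, p = 0.0054, and 0.0080 after adjustment), and 39 of 43 were lower at 29°C. Chaperone genes (19) were at 5.80, 5.79 and 6.30 (exact permutation test, p = 0.0393, and 0.0393 after adjustment). With temperatures permuted within time points, as a replicate block, the adjusted p values were 0.0417, 0.0417 and 0.111 (exact permutation test).

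Transcript length was tested as an explanation with random lists matched on length and level. The median of the ribosomal protein genes was at percentile 100 and that of the cuticle genes at percentile 0, so length did not account for either. Library scaling did not either: the smaller difference between 29°C and 18°C under the 2 other scalings was 0.49 for the ribosomal protein genes and -0.74 for the cuticle genes, with their directions kept under each scaling. An effect of temperature on both groups is a hypothesis consistent with these tests.

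Summed levels of 7 clock genes (per, Clk, cyc, vri, Pdp1, cwo and cry) gave 0 adjusted p values under 0.05 and 0 unadjusted ones by the exact permutation test. Their log2 differences between 29°C and 18°C lay between -0.27 for per and 0.10 for Clk. The spread in this test holds the changes over the day, with a log2 SD for vri of 0.80 at 18°C and 1.43 at 29°C (n = 3 each). It therefore does not show that the levels were unchanged. From microarrays, which were not used here, the paper reports a significant difference of per between 18°C and 29°C (Figure 1D). The summed level of tim at ZT21 was 0.228 of that at ZT15 at 18°C and 0.400 at 29°C, and at ZT3 it was 0.309 at 18°C, 0.0913 at 25°C and 0.140 at 29°C. For per the ratios at ZT21 were 0.391 at 18°C and 0.474 at 29°C, and at ZT3 they were 0.578 at 18°C, 0.242 at 25°C and 0.323 at 29°C. For vri the ratios at ZT21 were 0.332 at 18°C and 0.247 at 29°C, the opposite direction to tim and per. At ZT3 those of vri were 0.692 at 18°C, 0.109 at 25°C and 0.143 at 29°C. Each of these ratios comes from 1 library per time point, with no replicate.

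The log2 level of dyw was 5.29 ± 1.15 (SD, n = 3) at 18°C, 3.97 ± 1.56 (SD, n = 2) at 25°C and 4.30 ± 1.21 (SD, n = 3) at 29°C. At the same time point it fell by 1.47 at ZT3 and fell by 1.42 at ZT15 between 18°C and 25°C. Between 18°C and 29°C it changed by -1.93 at ZT3, 1.04 at ZT15 and -2.07 at ZT21. These differences of single libraries were not tested, and the rise at ZT15 comes from the library that may hold RNA from other tissues. The log2 level of Hsf was 6.04 ± 0.084 (SD, n = 3) at 18°C and 6.15 ± 0.17 (SD, n = 3) at 29°C. The splicing genes Psi and B52 were at 5.61 ± 0.13 and 9.33 ± 0.13 (SD, n = 3) at 18°C and at 5.91 ± 0.090 and 9.56 ± 0.089 (SD, n = 3) at 29°C.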
